# An integrative transcriptomic approach to identify depot differences in genes and microRNAs in adipose tissues from high fat fed mice

**DOI:** 10.18632/oncotarget.24226

**Published:** 2018-01-13

**Authors:** Nadeeja N. Wijayatunga, Mandana Pahlavani, Nishan S. Kalupahana, Kameswara Rao Kottapalli, Preethi H. Gunaratne, Cristian Coarfa, Latha Ramalingam, Naima Moustaid-Moussa

**Keywords:** visceral adipose tissue, subcutaneous adipose tissue, brown adipose tissue, ER stress, obesity

## Abstract

Obesity contributes to metabolic disorders such as diabetes and cardiovascular disease. Characterization of differences between the main adipose tissue depots, white (WAT) [including subcutaneous (SAT) and visceral adipose tissue (VAT)] and brown adipose tissue (BAT) helps to identify their roles in obesity. Thus, we studied depot-specific differences in whole transcriptome and miRNA profiles of SAT, VAT and BAT from high fat diet (HFD/45% of calories from fat) fed mice using RNA sequencing and small RNA-Seq. Using quantitative real-time polymerase chain reaction, we validated depot-specific differences in endoplasmic reticulum (ER) stress related genes and miRNAs using mice fed a HFD vs. low fat diet (LFD/10% of calories from fat). According to the transcriptomic analysis, lipogenesis, adipogenesis, inflammation, endoplasmic reticulum (ER) stress and unfolded protein response (UPR) were higher in VAT compared to BAT, whereas energy expenditure, fatty acid oxidation and oxidative phosphorylation were higher in BAT than in VAT of the HFD fed mice. In contrast to BAT, ER stress marker genes were significantly upregulated in VAT of HFD fed mice than the LFD fed mice. For the first time, we report depot specific differences in ER stress related miRNAs including; downregulation of miR-125b-5p, upregulation miR-143-3p, and miR-222-3p in VAT following HFD and upregulation of miR-30c-2-3p only in BAT following a HFD in mice than the LFD mice. In conclusion, HFD differentially regulates miRNAs and genes in different adipose depots with significant induction of genes related to lipogenesis, adipogenesis, inflammation, ER stress, and UPR in WAT compared to BAT.

## INTRODUCTION

Obesity is one of the most prevalent non-communicable disease that afflicts more than one-third of adults in the US [1]. It is associated with comorbid diseases including type 2 diabetes, cardiovascular disorders, stroke and cancer and is characterized by dysfunction in adipose tissue depots [2, 3]. Furthermore, secretion of adipokines and cytokines in adipose tissue is dysregulated in obesity, with increased secretion of pro-inflammatory factors and decreased section of anti-inflammatory cytokines [4].

Adipose tissue in the body is divided into smaller regional adipose depots based on structural, cellular, and biological differences between them [5]. White adipose tissue (WAT) acts as the main storage tissue for lipids and plays an important role in energy homeostasis in the body. It includes subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT) [6]. The other main adipose depot is brown adipose tissue (BAT) which produces heat by a mechanism known as thermogenesis [7]. Distribution of these adipose depots is affected by age, nutrition, gender and energy homeostasis [5]. Other important regulators that could alter genes in various conditions including obesity are microRNAs [8]. They regulate adipocyte differentiation, energy homeostasis, and immune/inflammatory system in obese conditions [9, 10]. Unbiased studies on global miRNA expression profiles along with synchronized, schematic analyses to determine mRNA and miRNA pairs between adipose depots under high fat diet-induced obesity conditions are not available to our knowledge.

Increased nutrient intake, inflammation, high demand for protein synthesis, glucose deprivation in tissues due to insulin resistance, adipocyte dysfunction and reduced vascularization are responsible for development of endoplasmic reticulum (ER) stress [3, 11]. ER stress in turn leads to accumulation of unfolded proteins in the ER known as “unfolded protein response” (UPR) [11]. Hence, we focused on adipose depot-specific differences in ER stress and UPR in obesity as there are gaps in the literature in this regard.

The aim of the present study was to identify differentially expressed genes and miRNA’s contributing to depot specific functionality in BAT, SAT and VAT in obesity. Also, we expected to identify miRNAs and genes related to ER stress and UPR pathway that are differentially regulated between the adipose depots in obesity. For these purposes, integrative analysis of comprehensive miRNA and mRNA profiles were performed in C56BL/6J (B6) mice fed on a high fat diet (HFD) to investigate depot differences in obesity. Furthermore, we validated some of adipose depot-specific differences in ER stress by comparing mice fed a HFD versus low fat diet (LFD), which was part of a larger study conducted in our lab [12]. Findings from this study would help to unravel depot specific differences, specifically in modulation of ER stress by miRNAs, to develop novel interventions to reduce ER stress and improve the metabolic problems associated with obesity.

## RESULTS

### Mice characteristics and structural depot differences

For this study, C56BL/6J mice were fed a HFD for 11 weeks and various adipose depots were dissected after sacrifice. During the study, HFD mice gained more weight over the course of 11 weeks of feeding. At end of the dietary intervention, HFD mice had significantly higher weight gain than LFD as shown in Supplementary Figure 1A (*p* < 0.05). No differences were observed in food intake between the two groups (Supplementary Figure 1B). HFD mice had significantly elevated fasting blood glucose (*p* < 0.05) (Supplementary Figure 1C). Weights of individual adipose depots and total body fat were found to be significantly higher in HFD than LFD fed mice (*p* < 0.05) as shown in Supplementary Figure 1D. Furthermore, HFD fed mice had larger adipocyte size with larger lipid droplets in all three adipose depots (VAT, SAT and BAT) than LFD mice (Supplementary Figure 2).

### Tissue specific and co-expressed transcripts and microRNAs in three adipose depots of high fat fed mice

Following RNA-Seq, ~ 24 million sequences per sample (*n* = 3 per depot) were mapped to the *Mus musculus* genome (build mm 10) and the average base call quality Q score was 38. 

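Small RNA was sequenced from BAT, SAT and VAT of mice that had been fed the HFD for 11 weeks, with 3 libraries per depot and 9 libraries in all. The libraries carry the numbers 12, 15 and 20 in BAT, 14, 19 and 20 in SAT and 14, 17 and 20 in VAT. The authors mapped reads to miRNA precursors, kept those on mature miRNAs, shared reads with several places in proportion, divided the counts by the total usable reads and added 40 counts. The values that they deposited are on a log2 scale and cover 1251 miRNAs. The lowest value, 3.32, is the log2 of 10 and is shared by every library, and 839 miRNAs have it in all 9 libraries. The highest value is 18.67 in every library. At 80 of the 100 highest ranks the 9 libraries differed by less than 0.05, and over these ranks by 0.14 at most. Quantile normalization leaves such a pattern, and the paper's text does not name it as a step. The deposited table holds no read counts, so the depth of each library is unknown.
Above the lowest value were 265 ± 9.29 miRNAs in BAT (SD, n = 3 libraries), 264 ± 22.6 in SAT (SD, n = 3) and 335 ± 13.2 in VAT (SD, n = 3). The difference between VAT and BAT had an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 allow. The miRNA with the highest value was miR-378a-3p in BAT 12 and BAT 15, miR-133a-3p in BAT 20, let-7c-5p in the SAT libraries and miR-22-3p in the VAT libraries, 4 miRNAs singled out after their values were seen. The 343 miRNAs above the lowest value in at least 3 of the 9 libraries, whatever their depot, were tested. Of the 412 miRNAs above the lowest value in at least 1 library, 45 shared all 9 values with another. Counts of miRNAs can thus include the same values more than once. Each pairwise comparison used the 6 libraries of its depots in limma's moderated test on the log2 values (two-sided), with Benjamini-Hochberg adjustment over the 343 miRNAs.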

For small RNA seq, ~ 13.8 million sequence reads per sample (*n* = 3 per depot) were mapped. Transcripts with reads per kilo base of exon model per million reads (RPKM) greater than or equal to 0.3 were considered for analysis [13]. Our biological replicates clustered together as expected (Supplementary Figure 3). 

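The Euclidean distance between 2 libraries was computed from the log2 values of the 343 tested miRNAs. Libraries of the same depot were 23.5 apart on average in BAT, 21.6 in SAT and 15.0 in VAT (3 pairs each). Distances between depots were 1.90 times those within depots on average. No other assignment of the 9 libraries to depots gave a larger ratio (exact permutation test over 1680 assignments, one-sided p = 0.00357, the smallest it allows). The setting that moved this ratio most was 1 minus Spearman's rho as the distance, which gave 3.61. That measure is on another scale, so that its ratio does not compare in size with the Euclidean one. For 8 of the 9 libraries, the nearest library was of the same depot. The exception was SAT 14, whose nearest library was VAT 17, at 21.8. In 5 of 9 other settings with all libraries, every library was nearest to one of its own depot. These 5 include a setting with only miRNAs chosen for differing between depots. The lowest count in the 9 was 7 libraries, with the lowest value subtracted and 1 added. Without SAT 19 or SAT 20, 6 of the 8 libraries left were nearest to their own depot. Average linkage into 3 clusters did not give the 3 depots, since BAT 20 stood alone and the SAT and VAT libraries shared a cluster.

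**Figure D1:**
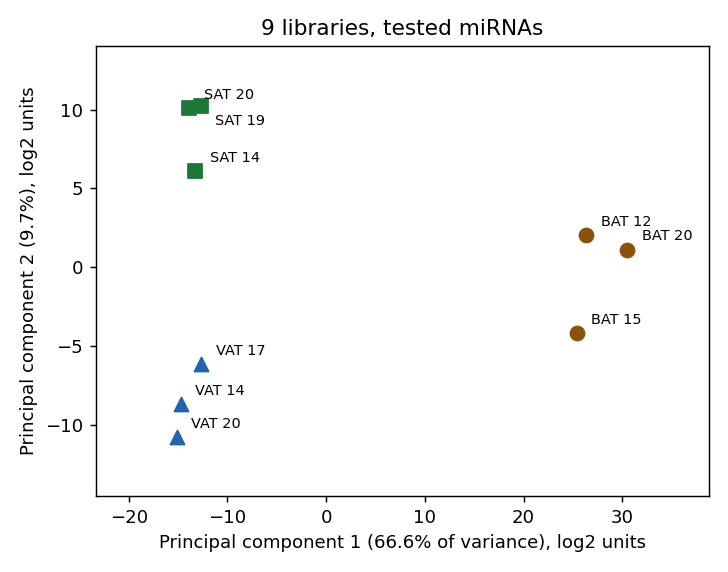
Principal components of the log2 values of the tested miRNAs, with 1 point per library and both axes in log2 units. The first component carries 66.6% of the variance and parts BAT from SAT and VAT, and the second carries 9.68%.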

BAT clearly exhibited a different transcript-miRNA expression pattern than the other two WATs (SAT and VAT). 

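In the same distances, BAT libraries were 45.6 from SAT libraries on average (43.3 to 48.9) and 45.3 from VAT libraries (41.1 to 49.9), each over 9 pairs. The smallest of these distances, 41.1, was larger than the largest distance within a depot, 25.7. Divided into 2 clusters, the average-linkage tree parted the BAT libraries from the SAT and VAT libraries, and both clusters joined at a height of 45.5. With SAT and VAT combined as WAT in a limma fit of all 9 libraries, 220 miRNAs differed between WAT and BAT at an adjusted p under 0.05, of which 128 were higher in WAT and 92 lower. Limma's F test over the 3 depots called 226 miRNAs at the same threshold. From the transcript and miRNA patterns together, the paper states that BAT differs from both WATs.

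**Figure D2:**
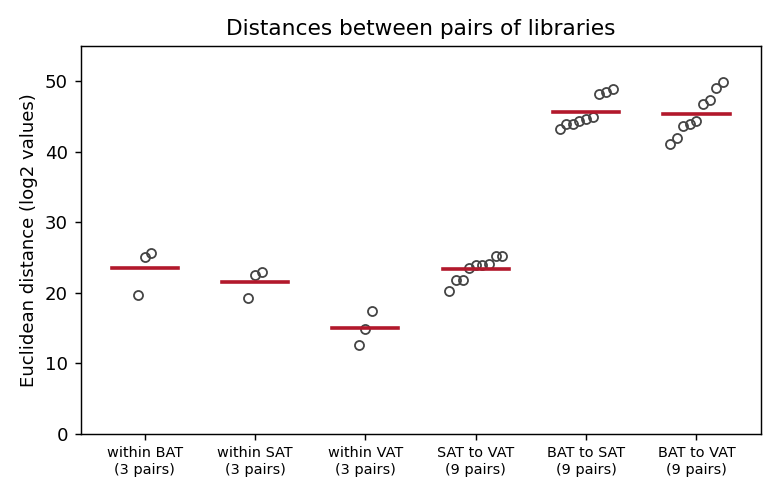
Euclidean distance between each pair of libraries over the log2 values of the tested miRNAs, with 1 circle per pair and a line at the mean. Distances from BAT to SAT or VAT lie between 41.1 and 49.9, above all distances within depots and between SAT and VAT.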

SAT and VAT demonstrated closer relationship in both hierarchical clustering of 14,213 expressed transcripts and 246 differentially expressed miRNAs respectively. 

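SAT and VAT libraries were 23.3 apart on average (20.2 to 25.3, 9 pairs), which was 0.513 times the mean distance of BAT from both. Subtracting the SAT to VAT distance from the BAT to WAT distance left 22.2 (exact permutation test over the 1680 assignments, one-sided p = 0.0119). The 20 assignments with as large a difference all kept the BAT libraries together, and 18 of them, which divide the SAT and VAT libraries in other ways, gave a larger difference than the depots did. Spearman's rho across miRNAs, which are not independent replicates, was 0.910 to 0.936 between SAT and VAT libraries and 0.672 to 0.761 between BAT libraries and the others. The distance between SAT and VAT was 1.28 times that within them (exact permutation test, one-sided p = 0.1, the smallest that 3 libraries against 3 allow). With only the miRNAs past the paper's thresholds in any pairwise comparison, the kind of miRNAs that the paper clustered, the distance between depots was 2.41 times that within depots, and average linkage into 3 clusters gave the 3 depots. These miRNAs were chosen for differing between depots, so that this clustering is not an independent test.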

Majority of the transcripts (11,865) were co-expressed in all three adipose depots of HFD fed mice. Of those, 2,472 transcripts had comparable expression levels among three adipose depots of HFD fed mice (ANOVA *p* > 0.05) and these were primarily involved in housekeeping functions as shown in Table 1.

**Table 1:** Gene ontology of co-expressed transcripts (*n* = 2,472) in VAT, SAT and BAT of HFD fed mice

	Expected number of genes	Number of genes expressed	Fold enrichment	*p* value
**Panther GO-Slim biological process**				
RNA metabolic process	226.63	326	1.44	5.62E-09
DNA-dependent transcription	184.14	228	1.39	1.90E-05
**Panther GO-Slim molecular function**				
Transferase activity	155.65	223	1.43	1.22E-05
Nucleic acid binding transcription factor activity	155.46	220	1.42	3.68E-05
DNA binding	178.46	245	1.37	7.37E-05
**Panther GO-Slim cellular component**				
Mitochondrion	10.67	23	2.16	3.20E-02
Intracellular	251.59	312	1.19	1.51E-02
**Panther GO-Slim protein class**				
Mitochondrial carrier protein	5.58	16	2.87	4.67E-02
Transferase	124.13	172	1.39	3.19E-03
Transcription factor	149.09	205	1.23	4.6-E-02

We observed 13,869, 13,456, and 12,115 transcripts expressed in VAT, SAT and BAT, respectively, which is consistent with 11,000-13,000 transcripts usually expressed in human and mouse tissues [13]. In our analysis, 507, 122, and 186 transcripts were exclusively expressed in VAT, BAT and SAT, respectively (Figure 1A). According to gene ontology (GO) analysis, VAT-specific transcripts were related to inflammatory functions such as cytokine activity, B cell mediated immunity, natural killer cell activities, cell communication and induction of apoptosis processes (Figure 1B). Transcripts specific to SAT were related to cell communication and receptor proteins (Figure 1C), while no specific function was observed by GO analysis for transcripts specific to BAT. The co-expressed transcripts in SAT and VAT were related to cell-cell adhesion, cellular defense response, B cell mediated immunity, and natural killer cell activation, and were suggestive of inflammatory response (Figure 1D).

**Figure 1:**
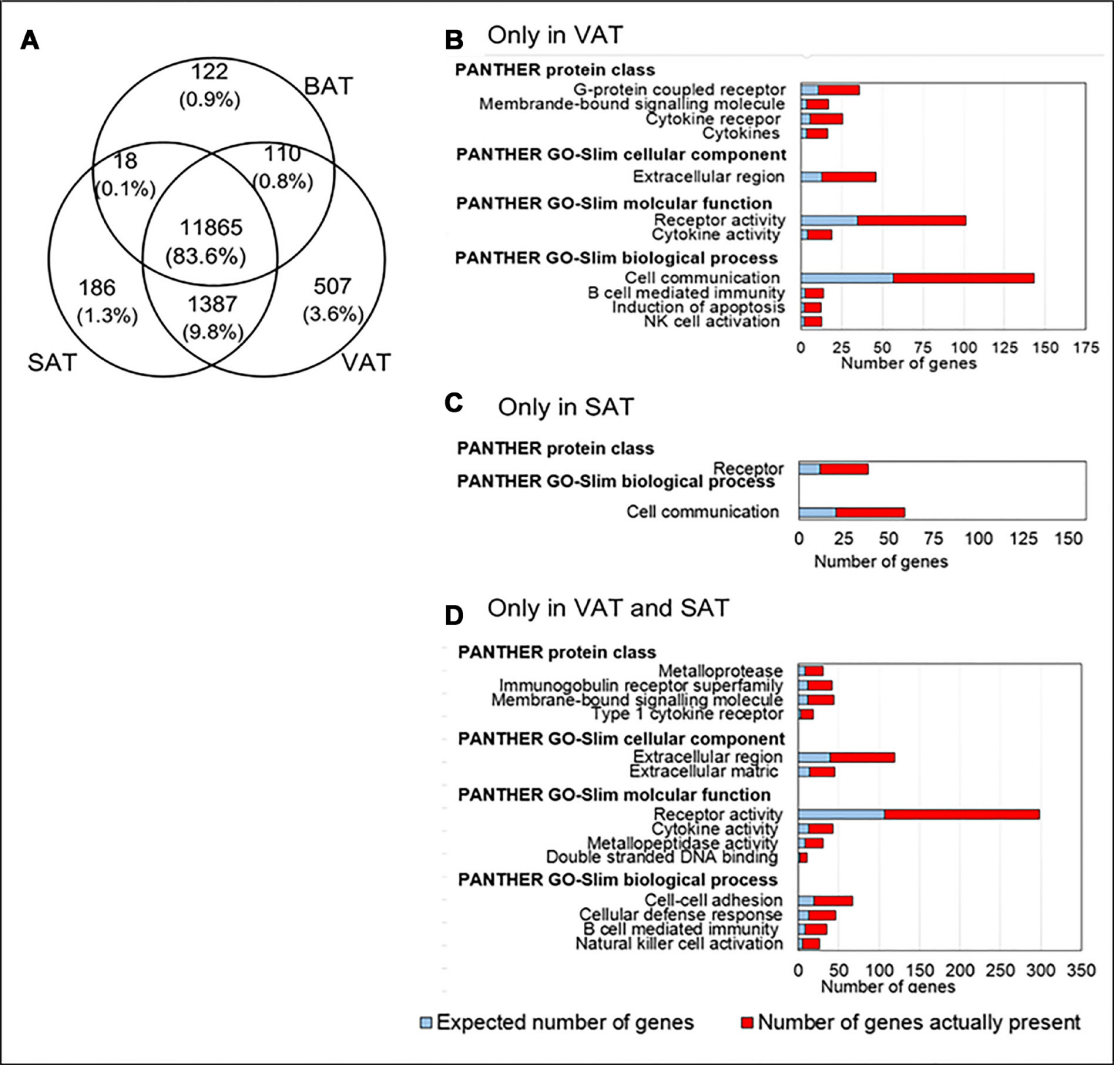
Analysis of co-expressed and tissue-specific transcripts in HFD fed mice (**A**) Venn diagram showing transcripts expressed with RPKM of ≥ 0.3 in BAT, SAT and VAT. Each depot is represented by a circle in the Venn diagram. The numbers in the various regions of the three overlapping circles indicate either unique or co-expressed transcripts among pairs of depots and among all three depots. The top significant and over represented Gene Ontology categories which include molecular functions, cellular components, biological processes, and protein classes for tissue specific and co-expressed transcripts are shown (**B**) specific to VAT, (**C**) specific to SAT, and (**D**) co-expressed in VAT and SAT are shown. The expected number of genes is based on the reference list.

We performed gene ontology analysis to identify the biological functions of the highly expressed transcripts in each depot (Figure 2).

**Figure 2:**
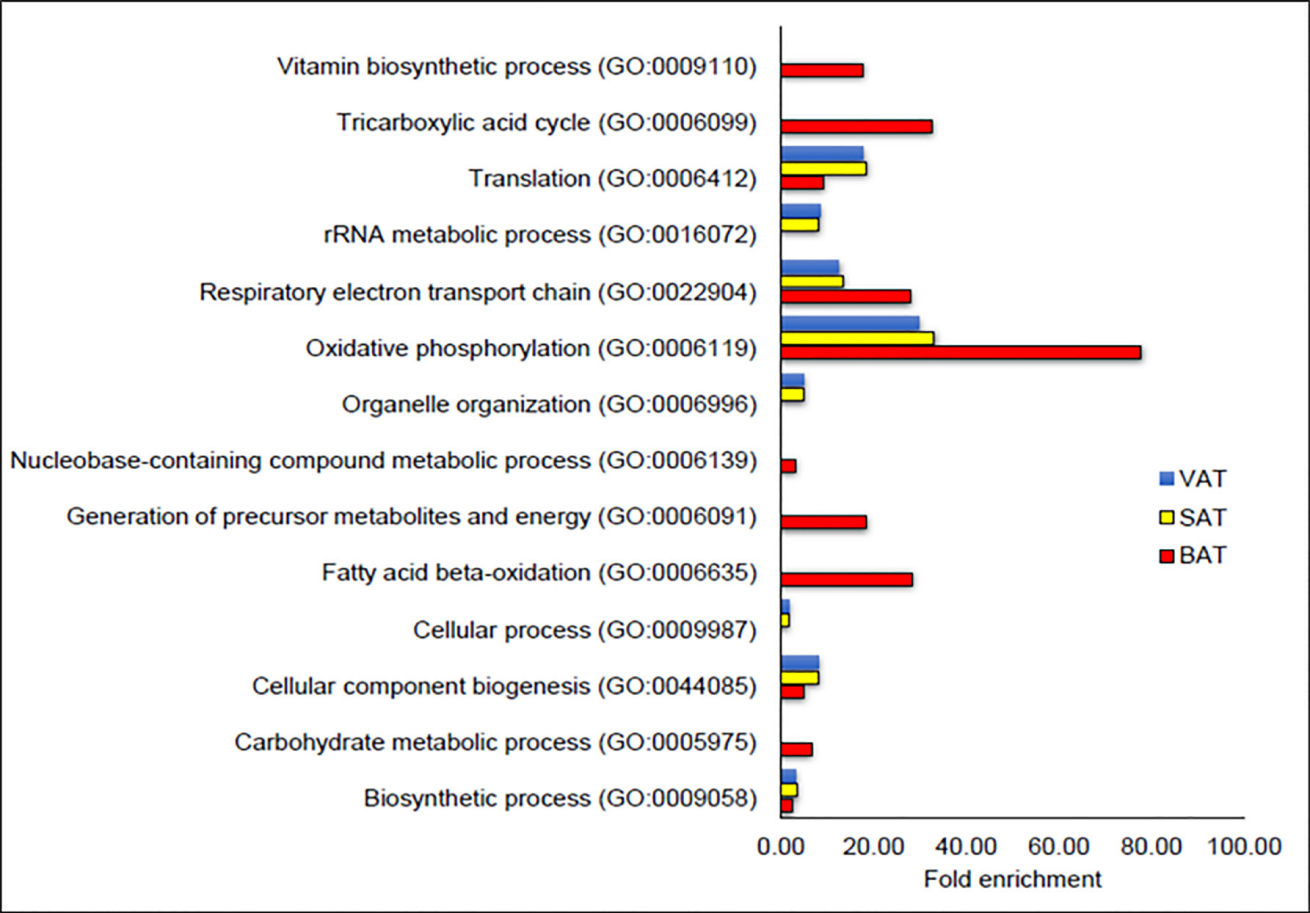
Gene Ontology (GO)-Biological functions of highly expressed genes in adipose depots in HFD fed mice Fold enrichment scores for the significant, over represented biological processes of highly expressed transcripts with RPKM of 500 or more in BAT, SAT and VAT in high fat diet fed mice based on GO analysis. (High levels of expression (> 500 RPKM) was observed for 202, 252 and 248 transcripts in BAT, SAT and VAT, respectively).

### Differentially expressed transcripts and miRNAs in pairwise comparisons in high fat fed mice

C-C motif chemokine ligand 8 *(Ccl8),* serpin family A member 3 *(Serpina3n),* WAP four-disulfide core domain 21 *(Wfdc21),* secreted frizzled-related protein 5 *(Sfrp5),* and matrix metallopeptidase 3 *(Mmp3)* transcripts were among the top differentially expressed transcripts, with higher expression in WAT (both VAT and SAT) than in BAT. Asparaginase *(Aspg),* cell death-inducing DFFA-like effector A *(Cidea),* uncoupling protein 1 *(Ucp1)*, and family with sequence similarity 151 member A *(Fam151a)* had higher expression in BAT than in WAT (SAT and VAT) (Supplementary Tables 1 and 2). In VAT/SAT comparison, only 3 transcripts, enoyl-CoA hydratase domain containing 2 (*Echdc2),* Tumor necrosis factor (TNF) alpha induced protein 8 like 1 *(Tnfaip8l1),* and Src homology 2 domain containing F *(Shf)* had significantly higher expression in SAT than in VAT (Supplementary Table 3).

**Table 2:** Top canonical pathways related to adipose tissues in the VAT/BAT comparison following a HFD

Activated canonical pathways in VAT relative to BAT	-log (*p*-value)	Ratio	*z*-score	Differential/total genes
Integrin Signaling	15.300	0.479	8.342	105/219
NRF2-mediated Oxidative Stress Response	14.300	0.487	5.571	94/193
B Cell Receptor Signaling	13.700	0.486	7.117	90/185
IL8 Signaling	12.600	0.467	8.786	92/197
PI3K/AKT Signaling	12.500	0.532	3.357	66/124
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	12.400	0.581	7.076	54/93
PI3K Signaling in B Lymphocytes	12.200	0.523	6.786	67/128
mTOR Signaling	10.900	0.447	5.422	89/199
NGF Signaling	10.500	0.513	7.353	60/117
PDGF Signaling	9.930	0.544	6.143	49/90
**Inhibited canonical pathways in VAT relative to BAT**	**-log (*p*-value)**	**Ratio**	***z*-score**	**No of genes**
PTEN Signaling	8.600	0.479	−4.160	57/119
RhoGDI Signaling	8.580	0.434	−5.500	75/173
PPARα/RXRα Activation	6.420	0.399	−2.655	71/178
PPAR Signaling (PPARα)	2.950	0.376	−4.226	35/93
Role of p14/p19ARF in Tumor Suppression	2.750	0.442	−3.300	19/43

–log *p* value > 1.3 is equivalent to *p* value < 0.05 and is significant. Ratio is number of differentially expressed/total number of genes in a canonical pathway. *Z* score ≤ −2 is inhibited and ≥ 2 is activated. Abbreviations: AKT (protein kinase B), ARF (alternative reading frame), IL8 (Interleukin-8), PI3K (phosphoinositide 3-kinase), mTOR (mechanistic target of rapamycin), NGF (nerve growth factor), NRF2 (nuclear factor-erythroid 2-related factor), PPAR (peroxisome proliferator activated receptor), PDGF (platelet-derived growth factor), PTEN (phosphatase and tensin homolog), RhoGDI (Rho GDP-dissociation inhibitor), and RXR (Retinoid X receptor).

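At the thresholds of the paper, an unadjusted p under 0.05 and a fold change of more than 1.25, limma's test called 236 miRNAs in VAT/BAT (142 higher in VAT, 94 lower), 171 in SAT/BAT (98 higher in SAT, 73 lower) and 122 in VAT/SAT (71 higher in VAT, 51 lower). At least 1 of these comparisons called 263 miRNAs, all 3 called 59, and VAT/SAT alone called 15. Restricting the test to the 172 miRNAs with the higher mean values moved the count of 263 most, to 143. With a 2-sample test per miRNA without limma's moderation of the variances, 246 miRNAs passed in at least 1 comparison, and 244 of them were among the 263.
After adjustment for the 343 miRNAs tested, 139 miRNAs differed in SAT/BAT at an adjusted p under 0.05, of which 77 were higher in SAT and 62 lower, and 244 differed in at least 1 comparison. The values of the 3 SAT libraries lay all above or all below those of the 3 BAT libraries for 180 miRNAs (52.5%), where chance gives 10%. Of the miRNAs past the adjusted threshold, 132 differed in both VAT/BAT and SAT/BAT, all in the same direction (71 higher than in BAT, 61 lower). Both comparisons use the same 3 BAT libraries, which favours a shared direction, so that this agreement is not an independent test. Among those with an adjusted p under 0.05 and without overlap in SAT/BAT, 5 had the largest change. They were miR-196a-5p, miR-378d, miR-193b-5p, miR-335-3p and miR-223-3p. With the lowest value taken as the level of an undetected miRNA, miR-196a-5p was 169.8-fold higher in SAT and miR-378d 111-fold lower. The level that each library can detect is unknown, so that such folds are nominal, here and below.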

We also identified 1,251 miRNAs, out of which 246 were differentially expressed with a fold change of more than 1.25 and *p* value < 0.05 in the pairwise comparisons of the 3 adipose depots of high fat fed mice indicating that miRNAs play different roles in different adipose depots with HFD. The top 10 differentially expressed miRNAs included miR-193b-5p, miR-365-1-5p, miR-129-5p, miR-122-5p, miR-6240 and miR-5130 which had lower expression in both SAT and VAT (WAT) than in BAT. 

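These 6 miRNAs passed an adjusted p of 0.05 in limma's test in both VAT/BAT and SAT/BAT. Adjustment over only the 11 miRNAs that the paper names as lower or higher in both SAT and VAT then had to give the same. The paper chose these miRNAs for differing in the same libraries, so that their passing is not an independent test. Mir193b lies on chromosome 16 of GRCm38 from 13449523 to 13449601, and Mir365-1 on the same strand from 13453840 to 13453926. MiR-193b-5p had a log2 value of 9.65 ± 0.57 in BAT (SD, n = 3) and 4.02 ± 0.38 in VAT (SD, n = 3), a log2 fold change of -5.63 (standard error 0.37, adjusted p = 0.000207). In SAT it was at the lowest value in the 3 libraries, nominally 80.5-fold lower than in BAT. MiR-365-1-5p had 8.78 ± 0.39 in BAT (SD, n = 3) and the lowest value in every SAT and VAT library. It was nominally 43.9-fold lower in both (adjusted p = 0.000101 in VAT/BAT and 0.000128 in SAT/BAT). MiR-129-5p is encoded by 2 precursors, on chromosomes 2 and 6. Its log2 fold change was -4.60 in VAT/BAT, and it was nominally 41.7-fold lower in SAT than in BAT.
MiR-122-5p, from an exon of a long non-coding RNA on chromosome 18, was 8.55 ± 1.78 in BAT (SD, n = 3), with 8.98, 6.59 and 10.08 in the 3 libraries. Its log2 fold change in VAT/BAT was -4.96 (standard error 0.88, adjusted p = 0.00335), and the adjusted p ranged from 0.000665 to 0.178 over 19 other settings. MiR-6240, on chromosome 5, and miR-5130, in an untranslated exon of Kctd12 on chromosome 14, had log2 fold changes of -5.05 and -4.48 in VAT/BAT. Both belong to the miRNAs with numbers of 1900 or more, of which 24 of the 26 that differed in VAT/BAT were lower in VAT. Whether reads of such late-numbered miRNAs are fragments of ribosomal or other RNA could not be told here. MiR-6240 was at the lowest value in SAT (nominally 35.5-fold lower), and miR-5130 had a log2 fold change of -4.94 in SAT/BAT. By the size of the WAT/BAT change among the 343 miRNAs, these 6 ranked between 4 and 13.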

MiR-335-3p, miR-223-3p, miR-340-5p, miR-298-5p and miR-224-5p had higher expression in SAT and VAT than in BAT (Supplementary Table 4).

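MiR-335-3p, from an intron of Mest on chromosome 6, had a log2 value of 4.84 ± 1.35 in BAT (SD, n = 3), 11.14 ± 0.33 in SAT (SD, n = 3) and 10.54 ± 0.16 in VAT (SD, n = 3). Its log2 fold change was 5.70 in VAT/BAT (standard error 0.66, adjusted p = 0.000621) and 6.31 in SAT/BAT (standard error 0.74, adjusted p = 0.00332). MiR-223-3p, encoded on chromosome X, was at the lowest value in every BAT library. It was at 10.08 ± 0.27 in VAT (SD, n = 3) and 9.16 ± 0.14 in SAT (SD, n = 3), nominally 109-fold and 57.0-fold higher than in BAT. MiR-224-5p, from an intron of Gabre on chromosome X, was likewise at the lowest value in BAT. It was nominally 18.2-fold higher in VAT and 24.6-fold higher in SAT. MiR-340-5p and miR-298-5p were at the lowest value in 2 of the 3 BAT libraries. Their log2 fold changes were 4.92 and 4.19 in VAT/BAT and 5.65 and 5.21 in SAT/BAT. For each of the 11 miRNAs that the paper names, the values of the SAT libraries and of the VAT libraries lay on one side of those of the BAT libraries, without overlap. The highest adjusted p among them was 0.00335 in VAT/BAT and 0.0115 in SAT/BAT, and both belong to miR-122-5p. From changes of this kind across the depots, the paper proposes that miRNAs have different roles in different depots under HFD. Of the 11, miR-223-3p is on the list of miRNAs that mark myeloid cells. In whole tissue, a change within cells cannot be told apart from a difference in the mix of cells.

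**Figure D3:**
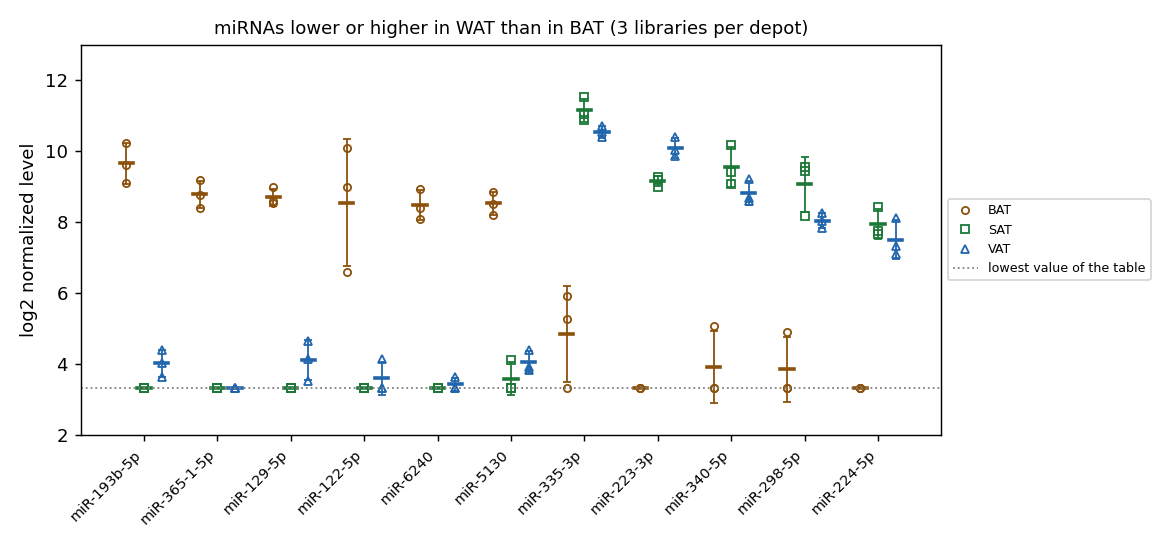
Log2 normalized level of the 11 miRNAs in each library of BAT, SAT and VAT (n = 3 per depot), with the mean and SD as bars and a dotted line at the lowest value of the table, 3.32. The first 6 miRNAs are highest in BAT and the other 5 lowest in BAT.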

IPA^®^ analysis was used to identify significant canonical pathways altered by high fat diet. Z score of 2 or more indicates that the canonical pathway is activated based on the differentially expressed transcripts in the dataset. Of the 312 canonical pathways identified in the VAT/BAT comparison, 148 canonical pathways were predicted to have significantly higher activity in VAT than in BAT, while 6 were predicted to have significantly higher activity in BAT than VAT (top pathways are listed in Table 2). In the VAT/BAT comparison, cytokine related pathways including TNF related weak inducer of apoptosis (TWEAK) signaling, integrin signaling, interferon signaling and TNF receptor (TNFR1 and 2) signaling pathways had higher percentage of enrichment by differentially expressed transcripts and were predicted to be activated in VAT than BAT (*p* < 0.05, Z score ≥ 2). In contrast, phosphatase and tensin (PTEN) signaling and peroxisome proliferator activated receptor (PPARΑ)/retinoid X receptor (RXR-Α) pathways were predicted to have a higher activity in BAT than in VAT (z score ≤ -2) (Table 2).

Similar to the previous assessment, 312 pathways were significant in the IPA^®^ based analysis for SAT/BAT comparison. Of those, 147 were predicted to be significantly activated, while 6 canonical pathways were predicted to be significantly inhibited in SAT than in BAT (top pathways are listed in Supplementary Table 5). Overall pathway activation or inhibition was not predicted by IPA^®^ for VAT/SAT comparison, since the number of differentially expressed transcripts was less and only few transcripts enriched the canonical pathways (Supplementary Table 6).

We identified the top molecular and cellular functions of the differentially expressed miRNAs in BAT/VAT comparison (Table 3). These include cell proliferation, cell death and migration and are in line with the canonical pathways enriched by the differentially expressed mRNA in the BAT/VAT comparison. Similarly, differentially expressed miRNAs in VAT/SAT comparison echoed the biological functions of differentially expressed transcripts in the same comparison (Supplementary Table 7).

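In VAT/BAT, 227 of the 343 tested miRNAs had an adjusted p under 0.05 in limma's test, of which 135 were higher in VAT and 92 lower, with a median absolute log2 fold change of 2.22. The VAT and BAT libraries did not overlap for 247 miRNAs (72.0%), against a chance share of 10%. Without a filter on low values, which brings in the 839 miRNAs that have the lowest value everywhere, the count was 128. The 5 miRNAs with the largest change among those past this threshold and without overlap included miR-5105 (log2 fold change -6.85, adjusted p = 0.000207), miR-6243 (-5.71, adjusted p = 0.00208) and miR-223-3p, miR-335-3p and miR-193b-5p. Both miR-5105 and miR-6243 are late-numbered miRNAs without a gene in the annotations used.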

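In VAT/SAT, 55 of the 343 tested miRNAs had an adjusted p under 0.05, of which 29 were higher in VAT and 26 lower, and their median absolute log2 fold change was 1.06. The VAT and SAT libraries did not overlap for 135 miRNAs (39.4%, where chance gives 10%). Among those past this threshold and without overlap, 5 had the largest change. They were miR-511-3p, miR-342-5p (log2 fold change 2.59), miR-335-5p (-2.46), miR-5105 (-2.30) and miR-25-5p (-2.29). MiR-511-3p, from an intron of Mrc1, was at the lowest value in SAT and nominally 6.92-fold higher in VAT. Over the alternatives, libraries left out among them, miR-25-5p lost the threshold in 15 of 20 (adjusted p in limma and in the unmoderated test 0.0272 to 0.269), miR-342-5p in 13 of 20 (0.0222 to 0.224), miR-5105 in 13 of 21 (0.0141 to 0.286), miR-511-3p in 6 of 20 (0.00125 to 0.141) and miR-335-5p in 5 of 20 (0.00125 to 0.114).
SAT and VAT share the library numbers 14 and 20, and all 3 depots share 20. Neither the paper nor the labels state that the number is the mouse. With this number as a replicate block in limma over the 6 libraries, the within-block correlation was 0.0102 and 55 miRNAs again passed. In a fit of all 9 libraries 30 passed, and 30 with the block as well (within-block correlation 0.0379). After the depot means were subtracted, same-numbered libraries of different depots correlated at 0.0463 on average across miRNAs (4 pairs, -0.139 to 0.270), and libraries with different numbers at -0.0075 (23 pairs, -0.480 to 0.358), so that the shared numbers were not seen to go with a shared deviation. With the order of the libraries within a depot as a block, none passed, and 105 had an unadjusted p under 0.05. This block pairs the same-numbered libraries 14 and 20 of SAT and VAT, and SAT 19 with VAT 17, and it entered the model as a fixed term, so that the count depends on how such pairs are modelled. Without moderation 13 passed, and leaving out each library in turn gave 0 to 49, with 104 miRNAs at an unadjusted p under 0.05 where the count was 0 (without SAT 19).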

**Table 3:** Top disease and functional categories of differentially expressed miRNAs in the VAT/BAT comparison of HFD fed mice

Diseases or functions annotation	*p*-Value	Activation *z*-score	Number of molecules
**Cellular growth and proliferation**			
Proliferation of cells	1.04E-03	−0.736	38
Cell proliferation of tumor cell lines	2.77E-11	−0.549	34
**Cell death and survival**			
Necrosis	1.85E-02	1.273	25
Cell death of tumor cell lines	2.95E-02	1.421	16
**Cancer, organismal injury and abnormalities**			
Advanced malignant tumor	1.72E-06	0.447	19
Neoplasia of cells	4.53E-07	1.191	43
Metastasis	1.60E-06	0.447	18
**Cellular movement**			
Cell movement of tumor cell lines	4.37E-06	0.776	18
Migration of tumor cell lines	1.38E-06	1.466	17
Invasion of tumor cell lines	4.57E-07	0.157	17

*P* value < 0.05 is significant.

Furthermore, according to functional analysis using IPA^®^, VAT/BAT and SAT/BAT comparisons had almost similar canonical pathway activities, upstream regulators, and biological functions. Hence, we focused on comparing VAT/BAT of HFD fed mice for further functional analysis, since VAT/BAT comparison could represent WAT/BAT comparison.

### Adipose depot specific differences in high fat diet induced ER stress

Following RNA-Seq analysis of adipose depots from HFD fed mice, we narrowed our focus on ER stress/UPR pathway as it is a major complication caused by numerous factors in obesity [11]. ER stress pathway was among the top 20 significant canonical pathways identified by IPA^®^ in the VAT/BAT comparison of HFD fed mice. Even though the overall activity was not predicted for UPR or ER stress pathways by IPA^®^, sixteen (76.2% of total genes in ER stress pathway) transcripts related to ER stress pathway had higher expression in VAT than in BAT of HFD fed mice (Figure 3). Similarly, SAT also had higher expression of 11 ER stress related transcripts than BAT in HFD fed mice. Furthermore, X-box binding protein 1 *(Xbp1),* an ER stress marker had significantly higher expression in both SAT and VAT (*p* < 0.05) than in BAT. 

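Of the miRNAs that the paper relates to UPR, miR-30c-2-3p, miR-455-3p and miR-125a-5p were lower in VAT than in BAT in the small RNA sequencing, and miR-17-5p, miR-143-3p, miR-16-5p, miR-181d-5p and miR-34a-5p were higher. All 8 had an adjusted p under 0.05 in limma's test over the 343 miRNAs tested, and for none did the VAT and BAT libraries overlap. Adjustment over the 8 alone then had to give the same. The paper chose them from miRNAs that differed in the same libraries, so that their passing is not an independent test. MiR-455-3p, from an intron of Col27a1 on chromosome 4, fell from a log2 value of 12.15 ± 0.65 in BAT (SD, n = 3) to 7.45 ± 1.20 in VAT (SD, n = 3), a log2 fold change of -4.70 (standard error 0.66, adjusted p = 0.00138). The other strand, miR-455-5p, did not pass the filter. MiR-125a-5p had a log2 fold change of -1.31 (adjusted p = 0.0109). MiR-30c-2-3p changed least, by -0.71 (standard error 0.25, adjusted p = 0.0451), and its adjusted p was above 0.05 in 11 of 20 other settings, with a range of 0.0229 to 0.157.
The log2 fold changes of the miRNAs higher in VAT were 2.79 for miR-17-5p (adjusted p = 0.00422), 2.43 for miR-143-3p (adjusted p = 0.000398), 2.15 for miR-16-5p (adjusted p = 0.00282), 1.61 for miR-181d-5p (adjusted p = 0.0029) and 1.17 for miR-34a-5p (adjusted p = 0.0262). MiR-16-5p is encoded by 2 precursors, in Dleu2 on chromosome 14 and in an intron of Smc4 on chromosome 3. MiR-34a-5p was not past the threshold in 5 of 20 other settings, miR-125a-5p in 3 of 20, miR-17-5p in 2 of 19 and miR-16-5p in 1 of 20. Their highest adjusted p over these settings, in limma or the unmoderated test, was 0.201, 0.0919, 0.0818 and 0.0507, in this order.

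**Figure D4:**
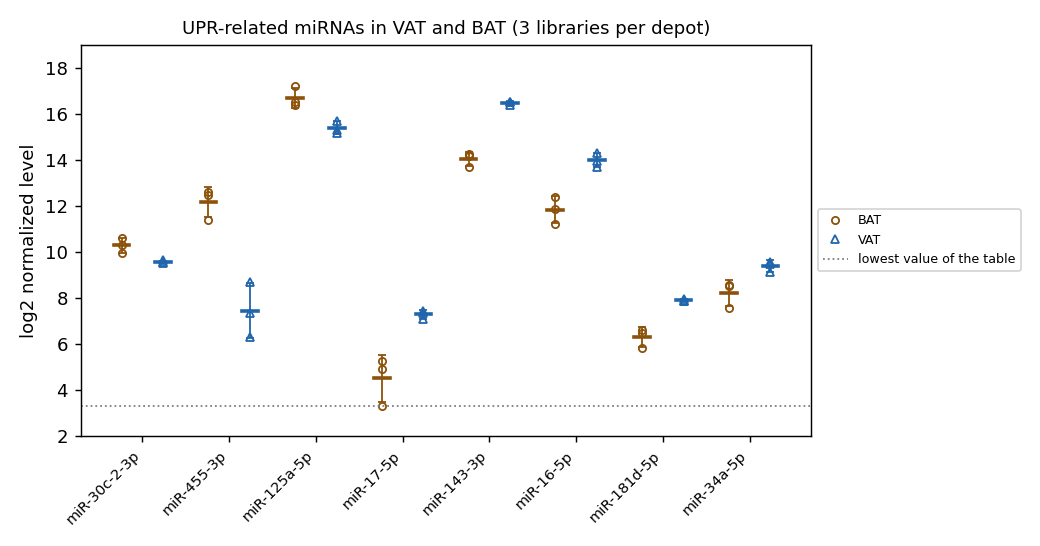
Log2 normalized level of the 8 miRNAs in each BAT and VAT library (n = 3 per depot), with the mean and SD as bars and a dotted line at the lowest value of the table, 3.32. The log2 fold changes run from -4.70 for miR-455-3p to 2.79 for miR-17-5p.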

Interestingly, we were able to identify 8 differentially expressed miRNAs related to UPR including miR-30c-2-3p, miR-455, miR-125a-5p, miR-17-5p, miR-143-3p, miR-16-5p, miR-181d-5p and miR-34a-5p in VAT/BAT based on literature and IPA^®^ (Figure 3). These findings suggest higher ER stress and UPR activity in WAT (SAT and VAT) than in BAT in high fat fed mice.

**Figure 3:**
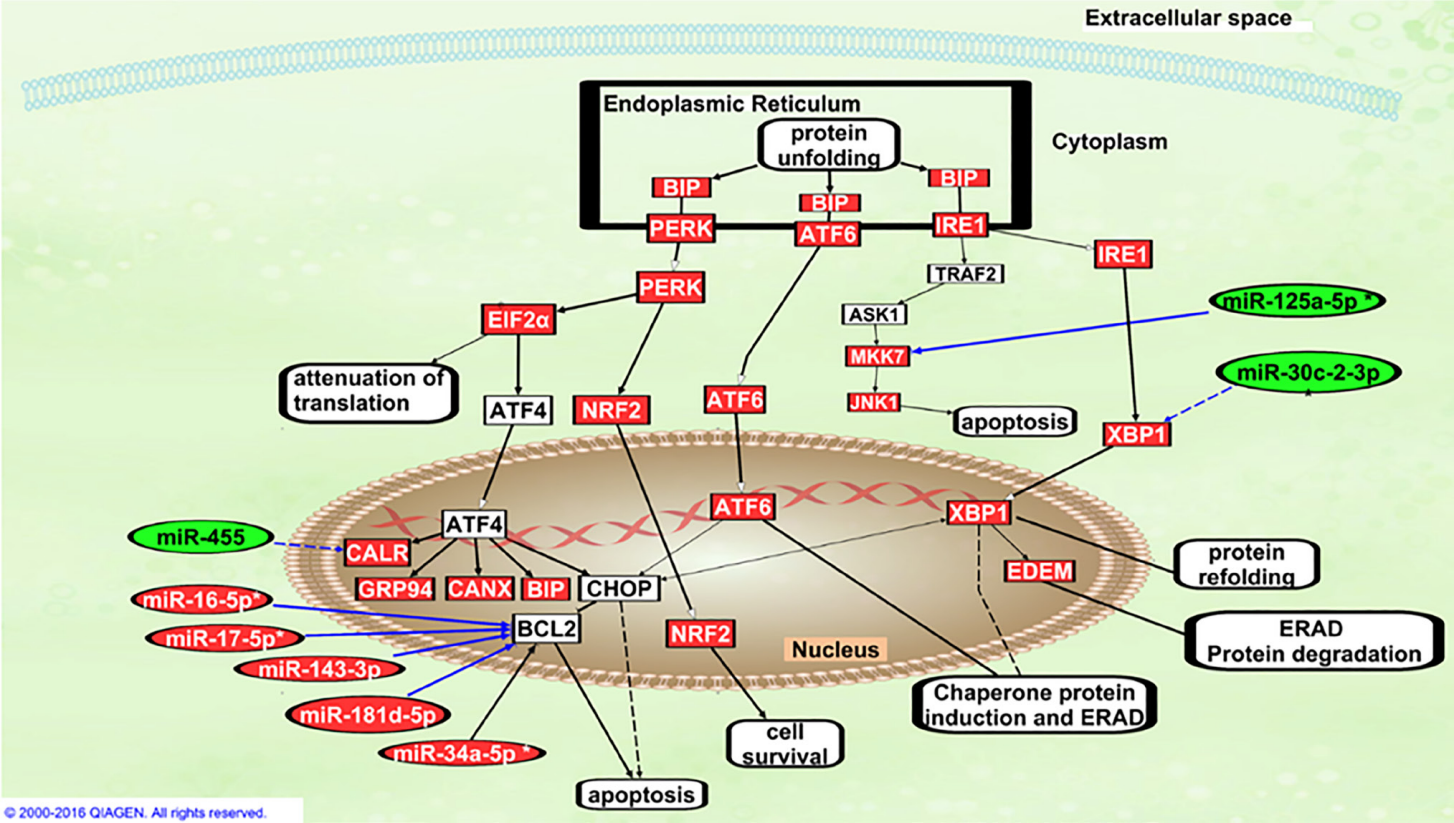
Differentially expressed genes and miRNAs related to ER Stress and Unfolded Protein Response pathway in the VAT/BAT comparison of HFD fed mice using Ingenuity Pathway Analysis (IPA^®^) Genes and miRNAs with higher expression in VAT than in BAT are indicated in red, while those with lower expression in VAT than in BAT are in green. Complete lines indicate direct relationships and dashed lines indicate indirect relationships.

### Validation of RNA-Seq and small RNA-Seq results with quantitative polymerase chain reaction (qPCR) in adipose tissue of HFD fed mice

We validated our RNA-Seq findings with qPCR. We observed significantly higher expression of activating transcription factor 4 *(Atf4),* activating transcription factor 6 (*Atf6)*, heat shock protein family A (Hsp70) member 5 *(Bip),* C/EBP-homologous protein *(Chop),* total *Xbp1,* and soluble *Xbp1/*total *Xbp1* ratio in VAT than BAT of HFD fed mice with qPCR (Figure 4A). Even though *Atf4* and *Chop*, had 1.7 and 1.4 fold change, respectively with qPCR, these were not among the differentially expressed transcripts in the RNA-Seq analysis (*p >* 0.05). The BAT markers, ELOVL fatty acid elongase 3 *(Elovl3)*, peroxisome proliferator activated receptor gamma co-activator-1a *(Ppargc1a)* and PR domain 16 *(Prdm16),* showed significantly higher expression in BAT compared to WAT (*p* < 0.05) as shown in Figure 4B. Thus, our qPCR findings were consistent with our RNA-Seq data as shown by two-tailed Pearson correlation (*r* = 0.917, *p* value = 0.001) (Figure 4C).

**Figure 4:**
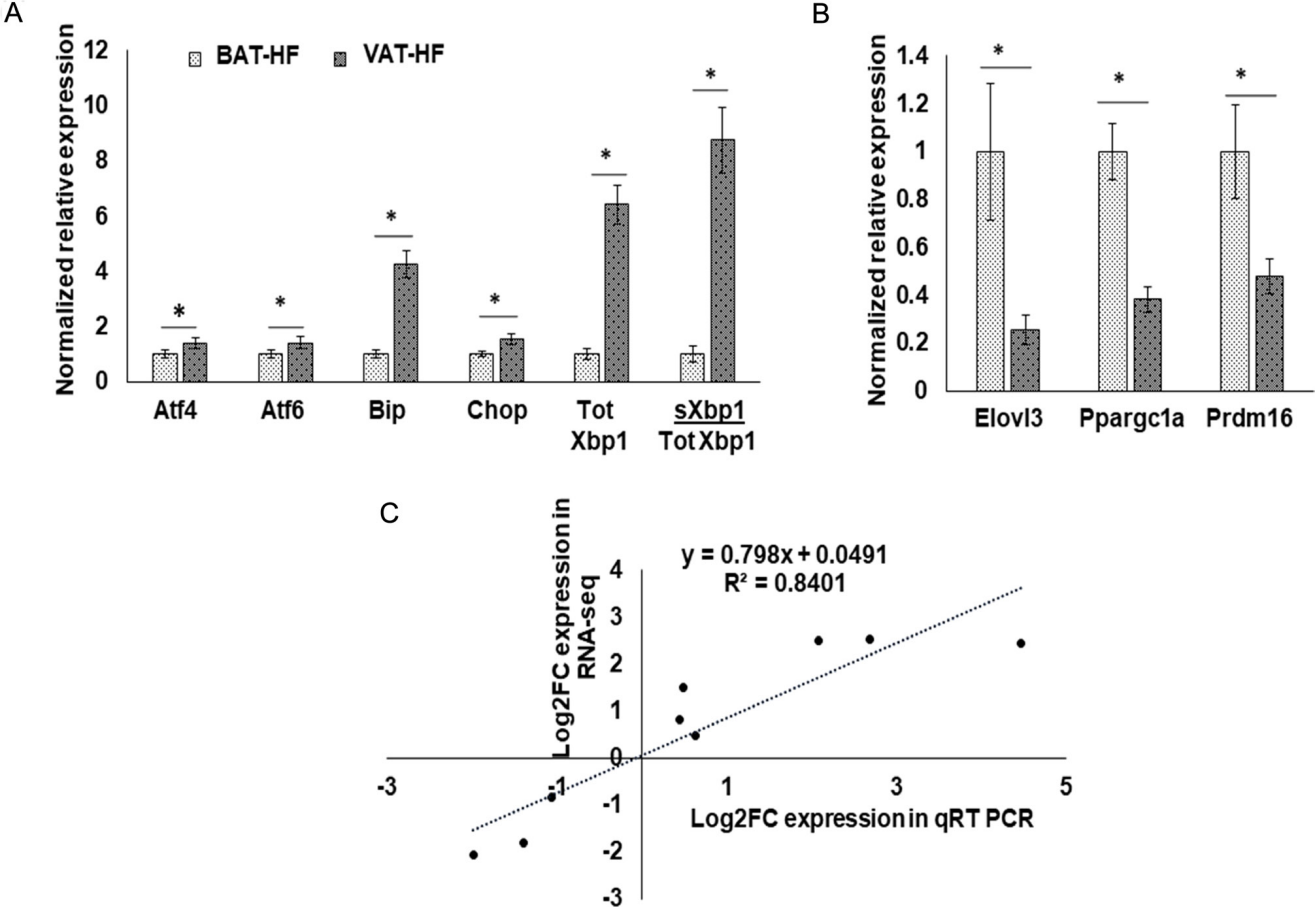
Validation of RNA-Seq data using RT-qPCR for VAT/BAT of HFD fed mice Data are expressed as mean ± standard error of mean (SEM). (**A**) Gene expression of ER stress markers, *Atf4, Atf6, Bip, Chop, Xbp1(Tot),* and *Xbp1(s)/Xbp1(Tot)*. ^*^ indicate ANOVA *p* < 0.05, *n* = 3 per group. (**B**) Typical BAT markers such as *Elovl3, Ppargc1a*, and *Prdm16*. ^*^indicate ANOVA *p* < 0.05, *n* = 3 to 4 per group. (**C**) Scatter plot for log2 fold changes (Log2FC) in the BAT/VAT comparison obtained from RNA-Seq and RT-qPCR. (Pearson correlation coefficient (*r*) = 0.917, *p* value = 0.001).

We performed qPCR for selected miRNAs to validate our small RNA sequencing for VAT/BAT comparison. 

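In the small RNA sequencing, which was done on HFD mice only, miR-199a-3p had the largest change among miR-222-3p, miR-99b-5p, miR-199a-3p and let-7a-5p, with a log2 fold change of 3.15 in VAT/BAT (standard error 0.29, adjusted p = 0.000316 in limma's test). Its precursors by name lie on chromosomes 1 and 9. The precursor of miR-199b-3p, on chromosome 2, holds the stretch ACAGTAGTCTGCACATTGGTTA that they share. Reads of miR-199a-3p and miR-199b-3p may thus not be told apart. The log2 fold change was 1.71 for let-7a-5p (adjusted p = 0.00218) and 1.57 for miR-222-3p (adjusted p = 0.00269). MiR-99b-5p, from an intron of Spaca6 on chromosome 17, was lower in VAT, with a log2 value of 15.11 ± 0.08 (SD, n = 3) against 16.32 ± 0.53 in BAT (SD, n = 3) and a log2 fold change of -1.20 (adjusted p = 0.0161). In 4 of 20 other settings miR-99b-5p was not past the adjusted threshold, and its adjusted p ranged from 0.0072 to 0.125.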

Same direction of fold change was observed for seven miRNAs including miR-455-3p, miR-30c-2-3p, miR-222-3p, miR-99b-5p, miR-199a-3p, miR-143-3p, and let-7a-5p. Fold changes for miR-708-5p, miR-30a-5p and miR-221-3p with qPCR were in the opposite direction than that of small RNA sequencing. 

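In the small RNA sequencing these 3 miRNAs were higher in VAT than in BAT, and the libraries of the 2 depots did not overlap. MiR-708-5p, from an intron of Tenm4 on chromosome 7, was 9.06 ± 0.17 in VAT (SD, n = 3) and 4.81 ± 1.44 in BAT (SD, n = 3), where BAT 20 was at the lowest value, a log2 fold change of 4.25 (standard error 0.70, adjusted p = 0.00249 in limma's test). MiR-221-3p, encoded near miR-222-3p on chromosome X, from 19146294 to 19146388,, had a log2 fold change of 2.97 (standard error 0.26, adjusted p = 0.000287). MiR-30a-5p had a log2 fold change of 1.68 (standard error 0.24, adjusted p = 0.00138). With values taken relative to miR-191-5p in the same library, the miRNA to which the paper normalized its qPCR, the 3 log2 fold changes were 4.25, 2.97 and 1.68 again, since the mean of miR-191-5p was the same in both depots.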

The correlation was not statistically significant probably because we tested only a few miRNAs of interest (Pearson correlation coefficient = 0.52, *p* value = 0.23).

To further understand the adipose depot differences in HFD-induced ER stress, we studied differences in ER stress markers between HFD and low fat (LF) diet fed mice using both BAT and VAT tissues. With our qPCR analysis, we noted depot specific differences in expression of ER stress related genes (Figure 5). *Atf4, Bip, Total Xbp1*, and *sXbp1/Total Xbp1* ratio were all upregulated significantly (*p* values < 0.05) in VAT-HF than in VAT-LF, while *Chop* and *Atf6* did not show any significant change but were trending with *p* values of 0.052 and 0.938, respectively (Figure 5A). However, a different gene expression pattern was observed in BAT-HF vs BAT-LF. Only *Atf4* was significantly upregulated (*p* < 0.05) while, *Bip* and *Chop* were significantly down regulated in BAT-HF than in BAT-LF (*p* < 0.05) as shown in Figure 5B.

**Figure 5:**
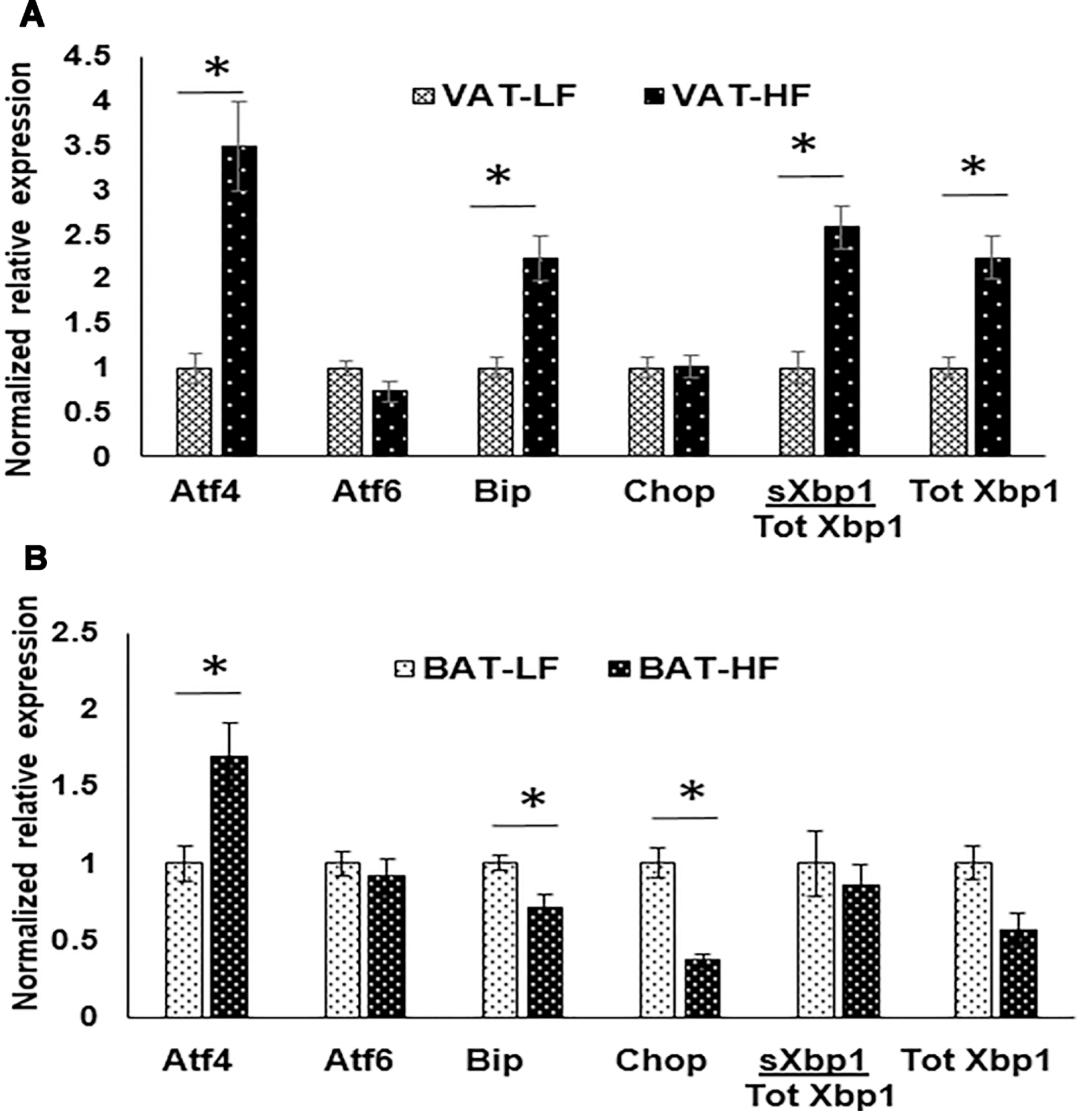
Normalized expression of ER stress markers in VAT and BAT with HFD vs LFD mice comparison using RT-qPCR (**A**) in VAT (**B**) in BAT ^*^indicates *p* value < 0.05, *n* = 3 per group. 18S was used as the house keeping gene for normalization. BAT- HF (BAT from mice fed on a HFD), BAT-LF (BAT from mice fed on a LFD), VAT-HF (VAT from mice fed on a HFD), VAT-LF (VAT from mice fed on a LFD).

We also performed qPCR for selected miRNAs that were related to ER stress (miR-125b-5p, miR-143-3p and miR-222-3p, miR-30c-2-3p, and miR-455-3p), in BAT and VAT of LFD and HFD fed mice (Figure 6). MiR-143-3p and miR-222-3p were significantly upregulated (*p* < 0.05), while miR-125b-5p was significantly down regulated (*p* < 0.05) in VAT-HF than VAT-LF (Figure 6A). Interestingly, miR-30c-2-3p was differentially expressed only in BAT and was significantly upregulated (*p* < 0.05) in BAT-HF than BAT-LF. Mir-143-3p and miR-222-3p showed an increasing trend due to HFD in BAT similar to VAT, but were not statistically significant (*p* value = 0.077 and 0.118) (Figure 6B). Finally, we combined our IPA^®^ analyses and previous literature to identify miRNA-mRNA associations related to ER stress and UPR pathway. Furthermore, using the molecular activity prediction feature, we predicted other differentially expressed genes in the UPR pathway (Supplementary Figures 4 and 5).

**Figure 6:**
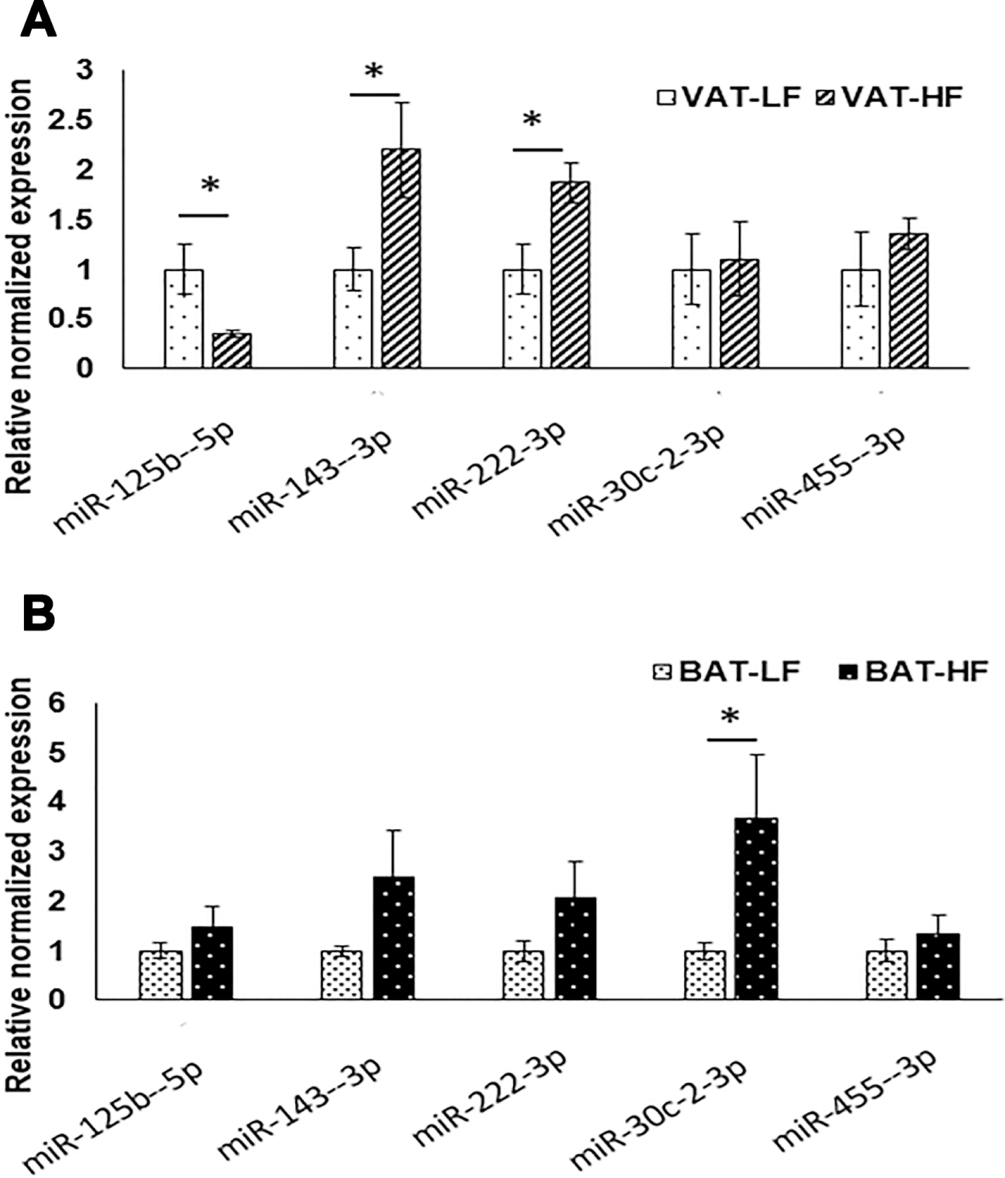
ER stress related miRNA expression following LFD and HFD in mice using RT-qPCR (**A**) in VAT and (**B**) in BAT, ^*^indicates *p* value < 0.05, *n* = 4 to 6 per group. miR-191-5p was used for normalization.

## DISCUSSION

Adipose depot specific differences and their relative contribution to HFD induced obesity and its associated metabolic derangements are not clear. Our primary objective was to identify obesity related adipose depot differences. For this purpose, we compared VAT, SAT and BAT of high fat diet fed obese male mice. Extensive literature from our lab and others show that male mice are more prone to diet induced obesity and its complications, while female mice are protected from obesity [14]. To our knowledge, our study is the first to observe adipose depot-specific differences in global mRNA and miRNA expression in BAT, SAT and VAT in HFD-induced obesity. Novel findings from our report include transcriptomic comparisons of WAT (SAT and VAT) vs BAT from HFD fed obese mice (summarized in Figure 7). Moreover, we identified novel adipose depot-specific differences in HFD-induced ER stress-related genes and miRNAs.

**Figure 7:**
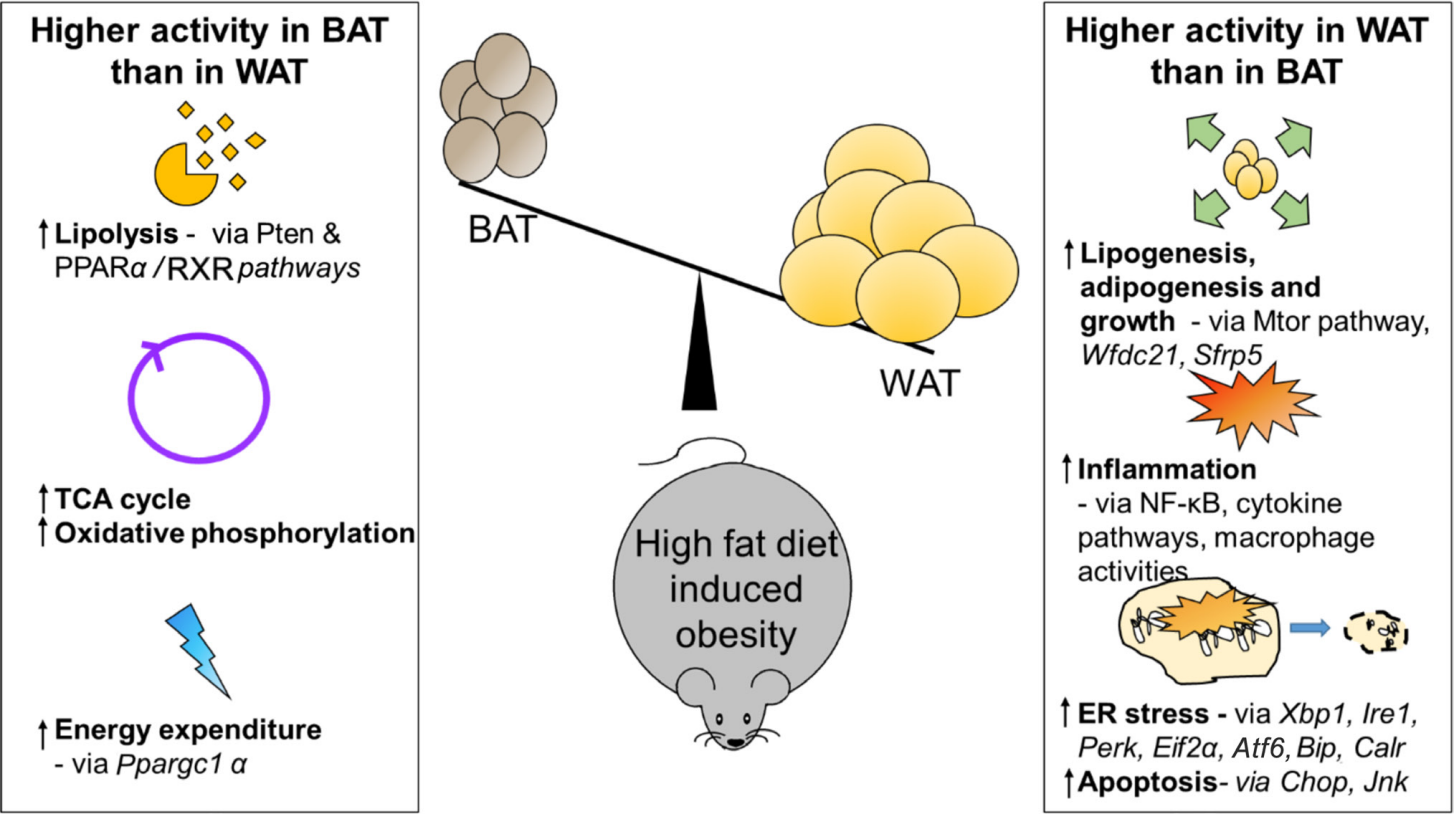
Comparison of white and brown adipose tissue in high fat diet induced obesity in mice-summary of the findings As a summation of the results from combined analysis of RNA-Seq and miRNA profiling, the differential expression or activity of pathways and genes in brown (BAT) and white (WAT) adipose tissue in high fat fed obese mice are shown here. Some pathways and genes are quoted as examples.

Our findings support the notion that WAT functions mainly as an energy storage [5]. *Sfrp5* and *Wfdc21* were among the top upregulated transcripts in VAT than in BAT of HFD fed mice in our study. *Sfrp5* stimulates adipocyte growth during obesity by inhibition of Wnt signaling [15]. *Sfrp5* expression is significantly downregulated when the mice are fed on an 30% energy restricted diet [16]. *Wfdc21* is highly expressed in WAT than in BAT and is involved in remodeling of the extracellular milieu in adipogenesis [17, 18]. Furthermore, mTOR pathway which is involved in adipogenesis and lipogenesis [19] was predicted to have a higher activity in WAT (SAT and VAT) than in BAT. This corroborates with lower PTEN activity in WAT than in BAT, since PTEN pathway inactivates mTOR signaling [20]. Additionally, miR-129-5p which is down-regulated during 3T3-L1 preadipocyte proliferation [21], had lower expression in VAT than BAT of HFD fed mice in our study. Thus, it is plausible that adipogenesis is higher in WAT (SAT and VAT) than in BAT of HFD mice.

Based on our observations, both types of WATs have more inflammation than BAT in obesity. The top differentially expressed transcripts and pathways observed in WAT were pro-inflammatory. Inflammation and obesity associated miR-335 and miR-223 [22, 23] had higher expression in VAT than in BAT in HFD fed mice in our study. Furthermore, we observed that the VAT-specific transcripts were related to inflammation suggesting that VAT has higher inflammation with HFD as previously shown [24–26]. Additionally, higher cellular stress was observed in VAT than in BAT in HFD fed mice. Apoptosis related transcripts including *Jnk,* and *Chop* had higher expression in VAT than BAT suggesting UPR is being directed towards apoptosis in VAT in HFD-induced obesity. Hence, our findings provide a rationale for association between VAT and higher metabolic risk [27], highlighting the importance of reducing VAT in obesity treatment.

In our study, highly expressed transcripts (RPKM of 500 or more) in BAT of HFD fed mice were related to mitochondrial metabolic activities including tricarboxylic acid cycle, oxidative phosphorylation, respiratory electron transport chain and fatty acid oxidation which are the main biological functions of BAT. Furthermore, miR-129-5p which is involved in browning process [28] had higher expression in BAT than VAT of the HFD mice in our study. Additionally, lipolysis related *Aspg* [29], and fatty acid oxidation-related PPARA and PTEN canonical pathways [30, 31] were elevated in BAT more than VAT of HFD fed mice indicating BAT to have a higher ability to “burn the FAT” in obesity. Therefore, further enhancement of the existing BAT activity may be a potential treatment option for obesity.

We report for the first time, adipose depot differences in expression of ER stress related miRNAs. MiR-30c-2-3p which targets *Xbp1* [32] was specifically upregulated in BAT due to HFD induced obesity. Thus, upregulation of miR-30c-2-3p may reduce cell survival in BAT in HFD fed mice and this may be linked to brown adipocyte dysfunction that is known to occur with obesity [33]. We observed depot-specific downregulation of miR-125-5p only in VAT of HFD than LFD mice. MiR-125b-5p is degraded by activation of IRE1α in ER stress [32]. Thus, activation of IRE1α by HFD-induced ER stress may lead to reduced expression of miR-125b-5p, which may cause increased levels of *Casp2* and *Mkk7,* and promote apoptosis in VAT of HFD fed mice (Supplementary Figure 4). Also, miR-143-3p and miR-222-3p were upregulated in VAT of HFD than LFD mice in our study. Significant upregulation of miR-143-3p in VAT may increase cell death via repression of *BCL2* [34]. Additionally, upregulated miR-222 in VAT-HF than BAT-HF in our study is known to increase ER stress-mediated apoptosis in liver cells via inhibition of *CDKN1B* (p27Kip1) [35]. Thus, upregulation of miR-222-3p may cause *Cdkn1b*: miR-222-3p mediated apoptosis in VAT in obesity. Another miRNA, miR-455: calreticulin association was identified previously in murine cardiomyocytes [32] However, we did not observe any significant changes in miR-455-3p in adipose tissue. This may be because some of the miRNA: mRNA associations are tissue specific. We did not measure ER stress and apoptosis related proteins since that is not within the scope of the current study. However, depot specific differences in expression of ER stress related miR-30c-2-3p, miR-125b-5p, miR-143-3p and miR-222-3p in HFD induced obesity are novel findings, but these are yet to be confirmed in clonal adipocytes.

While the current study provides comprehensive information on three different adipose tissue depots in a unique manner to identify depot-specific differences between different adipose depots following a HFD, there are few limitations. We only used adipose depots from HFD fed mice for RNA-seq and Small RNA-sequencing and did not have a LFD group for this analysis. This is because our aim was to study global mRNA and miRNA expression of different adipose tissue depots in dietary obesity. Nevertheless, a low-fat fed control group to compare diet induced effects at whole transcriptome and miRNA profile level would have provided additional insights. However, we used LFD mice as a control group to study depot differences in ER stress related gene and miRNA expression.

## CONCLUSIONS

In summary, we observed depot specific differences in global gene and miRNA expression in HFD-induced obesity. SAT and VAT were more closely related to each other than BAT in obesity. Based on our transcriptomic analysis of adipose depots of HFD fed mice, WAT (SAT and VAT) has higher adipogenesis, lipogenesis, inflammation, cellular stress and ER stress than in BAT. BAT has higher expression of transcripts related to oxidative metabolism and lipolysis than WAT with HFD-induced obesity. For the first time, we report depot specific differences in ER stress related miRNAs including; downregulation of miR-125b-5p and upregulation of miR-143-3p, and miR-222-3p in VAT following HFD and upregulation of miR-30c-2-3p only in BAT following a HFD in mice.

## MATERIALS AND METHODS

### Experimental animals and tissue collection

Animal studies used for the present study have been previously described [12]. Briefly, male C57BL/6J mice aged 5–6 weeks were acclimated for one week. These obesity prone mice were fed on a HFD (45%, 20% and 35% of energy from fat, protein and carbohydrate, respectively, *n* = 10) or a LFD (10%, 20% and 70% of energy from fat, protein and carbohydrates, respectively, *n* = 9) for 11 weeks (Detailed diet information is in Supplementary Table 8) [12]. At the end of 11 weeks, mice were fasted, and sacrificed using CO_2_ inhalation method. Epididymal fat (VAT), inguinal fat (SAT) and interscapular brown fat (BAT) were harvested, snap frozen immediately in liquid nitrogen, and stored at −80° C for further analyses. The protocols were approved by the Institutional Animal Care and Use Committee of the University of Tennessee, Knoxville. The outline of the study is shown in Supplementary Figure 6.

### RNA extraction

RNA was extracted from frozen adipose tissue samples (SAT, VAT and BAT) according to manufacturer’s protocol with RNeasy lipid tissue kit (QIAGEN, Redwood City, CA). RNA was quantified using a spectrophotometer (Nanodrop, Thermo Scientific, Waltham, MA, USA) by measuring absorbance (nm) at 260/280. RNA quality of SAT, VAT and BAT of HFD mice were evaluated using Agilent 2200 Tape station (Agilent Technologies, Santa Clara, CA). Samples with RNA integrity numbers (RIN) between 7.1 to 7.6 were used for RNA sequencing.

### Library preparation and RNA sequencing

We performed RNA-Seq and Small RNA-Seq using RNA from SAT, VAT and BAT of HFD fed mice (*n* = 3 per adipose depot type) only. RNA sequencing libraries were prepared using Illumina TruSeq RNA sample preparation kit v2-Low sample protocol (Illumina, Inc., San Diego, CA). Briefly, mRNAs were purified from 2–4 μg of RNA using oligo-dT attached magnetic beads. Then, mRNAs were fragmented and copied into first strand cDNA using reverse transcriptase and random primers. Synthesized double stranded cDNA were recovered using Agencourt, AMPure XP beads (Beckman Coulter, USA) and cDNA fragments were end repaired. This was followed by multiplexing using 3′ adenylation and adapter (with indexes) ligation, purification of adaptor-ligated fragments and enrichment using PCR. Final cDNA libraries were validated and insert size identified using Agilent 2200 Tape station. They were quantified using Qubit 2.0 fluorimeter (Invitrogen, Life Technologies). Multiplexed cDNA libraries were diluted, denatured and loaded on to a HiSeq Rapid flow cell. Paired end sequencing with 108 bp read length was performed on Illumina HiSeq 2500 (Illumina, Inc., San Diego, CA) at the Center for Biotechnology and Genomics Core Facility at Texas Tech University.

Small RNA libraries were prepared using the Illumina small RNA protocol (Illumina, Inc., San Diego, CA) and small RNA sequencing was performed using the Illumina Genome Analyzer NextSeq 500 (Illumina, Inc., San Diego, CA) at the Department of Molecular and Cell Biology, Baylor College of Medicine, Houston.

### Mapping and assembly

Reads from VAT, SAT and BAT of HFD mice were mapped to the NCBI mouse genome build 10 (*Mus musculus*-GRCm38.p4). FastQC High Throughput Sequence QC report (Version 0.11.2, (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to check the quality of raw reads of each sample [36]. Assembly and mapping following RNA sequencing was performed using QSeq^®^. Version 12. (DNASTAR. Madison, WI). The Gunaratne Next Generation pipeline was utilized to determine miRNA expression profiles [37]. Briefly, RNA-Seq reads were mapped using TopHat2 [38] onto the mouse genome build UCSC mm10, and gene expression was quantified using Cufflinks2. Differential reads were determined applying a parametric *t*-test, with significance achieved at *p* < 0.05 and fold change exceeding 1.25× in either direction. Small RNA-Seq reads were mapped against the miRbase [39] reference onto miRNA precursors, and reads mapping on mature miRNAs were selected. MiRNA coverage was assessed with reads mapping to multiple locations being accounted for proportionally for each mapping. Finally, we applied the SigTerms pipeline [40], looking for enriched miRNA /mRNA interactions, with significance achieved at FDR-adjusted *p*-value < 0.25.

For miRNAs, counts of each unique read were normalized to total usable reads and 40 counts were added. Expression value for each transcript and miRNA was stated as RPKM.

### Data availability

Data for RNA-Seq for each of the three biological replicates per adipose depot of HFD mice were deposited at NCBI Sequence Read Archive (SRA) submission under Bioproject PRJNA341297. Individual accession numbers for the three BAT samples are SAMN05717642, SAMN05717643 and SAMN05717644; accession numbers for the SAT are SAMN05717645, SAMN05717646 and SAMN05717647; accession numbers for the VAT are SAMN05717648, SAMN05717649 and SAMN05717650 (http://www.ncbi.nlm.nih.gov/bioproject/). RNA-Seq data for miRNA profiling has been submitted to the Gene Expression Omnibus (GEO) data repository (http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE85101.

### Functional analysis of data following RNA-Seq and Small RNA-Seq

### Tissue specific transcripts in adipose depots of HFD fed mice

A value of 0.3 RPKM was used to filter transcripts since it is considered the threshold for detectable expression above background [13]. Hierarchical clustering was performed using TIGR Multiple Experiment Viewer (MeV) v4.8.1 for expressed transcripts and for differentially expressed miRNAs [41]. Common and depot specific genes were identified using Venny- which is web application for comparison and visualization of biological lists using expressed transcripts with a RPKM of 0.3 or more in each depot [42]. GO analysis, including molecular functions, cellular components, biological processes, and protein classes, was studied in co-expressed and depot-specific transcripts using www.geneontology.org [43]. The genome of *Mus musculus* was used as background. In this program, the expected number of genes is based on the reference list. Fold enrichment of the genes observed is the ratio of transcripts in the uploaded list over the expected. A ratio greater than 1 implies that the category is overrepresented in the experimental data. *P*-value is the probability that the number of genes observed in these categories occurred by chance calculated with the binomial distribution formula. *P* < 0.05 is considered significant, with Bonferroni correction. For further classification of transcripts expression in the 3 adipose depots, we categorized the results into four groups: high (≥500 RPKM), medium (1 to 500 RPKM), low (0.3 to 1 RPKM), and very low expression (<0.3 RPKM) [13, 44, 45].

### Differentially expressed genes and miRNAs in HFD fed mice

Pair wise comparisons were performed as follows for adipose depots of HFD fed mice: 1) VAT/BAT (BAT as control), 2) SAT/BAT (BAT as control) and 3) VAT/SAT (SAT as control). Differentially expressed transcripts with 2 or more fold change at 95% confidence were selected with moderated *t*-test at a false discovery rate of 5% (using the Benjamini & Hochberg FDR test). In addition, ANOVA (*F*-test) was used to compare all 3 adipose tissues. *P* < 0.05 was considered significantly different. DNA Star QSeq software was used to perform the above statistical tests. Differentially expressed miRNAs between depots were identified by Student’s *t*-test with a fold change of more than 1.25 or more.

Differentially expressed transcripts with expression greater than or equal to 1 RPKM (to avoid genes with low expression) and differentially expressed miRNAs were submitted to QIAGEN’s Ingenuity Pathway Analysis^®^ (IPA^®^, QIAGEN Redwood City, CA; www.qiagen.com/ingenuity) core analysis for VAT/BAT, SAT/BAT, and VAT/SAT comparisons of HFD fed mice (Supplementary Figure 7). Using the IPA^®^ Knowledge Base, canonical pathway analyses, upstream regulators, and regulatory pathways were generated. In the canonical pathway analyses, Fischer’s Exact test’s *P* values indicate the significance of enrichment of pathways by differentially expressed transcripts. The Z score indicates if the canonical pathway is activated or inhibited based on the differentially expressed transcripts in the dataset. Upstream regulator analysis predicts upstream regulators based on the transcript expression data using the Ingenuity^®^ Knowledge Base. A Fisher’s exact test calculates the *P*-value of overlap, which indicates the significance of enrichment of the gene expression data for genes downstream of an upstream regulator. Differentially expressed miRNAs that were experimentally validated and directly related to canonical pathways were added using the Grow function in IPA^®^.

### Quantitative real-time polymerase chain reaction

### For validation of RNA-Seq data and to study depot differences in ER stress

cDNA was made from RNA according to manufacturer’s recommendation using the iScript™ cDNA Synthesis Kit (Bio-Rad Laboratories, Inc. CA, USA) and quantitative real-time polymerase chain reaction (qPCR) was performed using the BioRad CFX-96 real time PCR detection system (Bio-Rad Laboratories, Inc. CA.USA) with SYBR-Green Real-time PCR Master Mix (Bio-Rad Laboratories, Inc. CA, USA). For validation of RNA-Seq results, we measured expression of a few BAT marker genes ELOVL fatty acid elongase *(Elovl3), Pgc1a,* and *Prdm16*, as well as ER stress markers genes including total *Xbp1(Tot)*, spliced *Xbp1(s), Bip, Atf4, Atf6,* and *Chop*. *18S* was selected as the most suitable gene for normalization. We measured the same ER stress marker genes to assess depot differences in ER stress when comparing LFD vs HFD in both BAT and VAT.

### For validation of Small-RNA-Seq data and to study depot differences in ER stress

We used 10 ng of RNA and TaqMan advanced miRNA cDNA synthesis kit (Applied Biosystems, Life Technologies, Carlsbad, CA) was used for poly (A) tailing, ligation, reverse transcription and miRNA amplification. For the final PCR reaction, we used TaqMan^®^ Advanced miRNA Assay (20X) of each miRNA tested and TaqMan^®^ Fast Advanced Master Mix (2X) (Applied Biosystems, Life Technologies, Carlsbad, CA). The miRNAs we tested were let-7a-5p, miR-30a-5p, miR-30c-2-3p, miR- 99b-5p, miR-143-3p, miR-199a-3p, miR-221-3p, miR-222-3p, miR-455-3p, and miR-708-5p. MiR-191-5p was used for normalization since this miRNA had similar expression in both adipose depots in the Small RNA sequencing. 

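MiR-191-5p, on chromosome 9, had a log2 value of 15.92 ± 0.32 in BAT and 15.92 ± 0.32 in VAT (SD, n = 3 in each), a log2 fold change of 0.00 (standard error 0.29). The 3 values, 16.18, 16.02 and 15.56, are the same in both depots, and libraries share their values at the highest ranks. Leaving out each library in turn gave log2 fold changes between -0.18 and 0.18.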

We measured the ER stress related miRNAs (miR-125b-5p, miR-143-3p, miR-222-3p, miR-30c-2-3p and miR-455-3p) to assess depot differences in ER stress when comparing LFD vs HFD in both BAT and VAT.

We analyzed the data from qPCR assays using 2- ΔΔCT method in the CFX Manager software (version 3.1) that was provided by Bio-Rad Laboratories, Inc. Two-groups were compared using Student’s *t*-tests using the above software with *p* < 0.05 considered as statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

ASPG: Asparaginase
ATF: Activating transcription factor
BAT: Brown adipose tissue
BCL2: B cell lymphoma 2
BIP: Heat shock protein family a (hsp70) member 5
CALR: Calreticulin
CASP2: Caspase
*CDKN1B*: Cyclin dependent kinase inhibitor 1B
CCL: CC-chemokine ligand
CHOP: CCAAT/Enhancer-Binding Protein Homologous Protein
CIDEA: Cell death-inducing DFFA-like effector A
ECHDC2: Enoyl-CoA hydratase domain containing 2
EIF2: Eukaryotic translation initiation factor 2
ELOVL: ELOVL fatty acid elongase
ER: Endoplasmic reticulum
FAM151A: Family with Sequence Similarity 151 Member A
GO: Gene Ontology
HFD: High fat diet
IL: Interleukin
IPA: Ingenuity^®^ Pathway Analysis
IRE1A: Inositol-requiring enzyme
LFD: Low fat diet
MCP1: Monocyte chemoattractant protein 1
MTOR: Mammalian target of rapamycin
MEV: Multiple Experiment Viewer
MIRNA/MiR: MicroRNA
MKK: Mitogen-activated protein kinase kinase
MMP: Matrix metalloproteinase
NRF2: Nuclear factor like 2
PERK: Protein kinase RNA-like ER kinase
PGC1A: PPARG coactivator 1 alpha
PPAR: Peroxisome proliferator activated receptor
PRDM: PR/SET domain
PTEN: Phosphatase and tensin
QPCR: Quantitative real time polymerase chain reaction
RNA-SEQ: RNA sequencing
RPKM: Reads per kilo base of exon model per million reads
RXR: Retinoid X receptor alpha
SAT: Subcutaneous adipose tissue
SERPINA: Serpin Family A Member
*SFRP*: Secreted frizzled-related protein
SHF: Src Homology 2 Domain Containing F
TNF: Tumor necrosis factor
TNFAIP8L1: Tumor necrosis factor alpha-induced *protein* 8-like *protein* 1
TWEAK: TNF related weak inducer of apoptosis
UCP1: Uncoupling protein 1
UPR: Unfolded protein response
VAT: Visceral adipose tissue
WAT: White adipose tissue
WFDC21: WAP four-disulfide core domain
XBP1: X-box binding protein-1

## References

[1] Ogden CL, Carroll MD, Kit BK, Flegal KM (2014). Prevalence of childhood and adult obesity in the United States, 2011-2012. JAMA.

[2] Guh DP, Zhang W, Bansback N, Amarsi Z, Birmingham CL, Anis AH (2009). The incidence of co-morbidities related to obesity and overweight: A systematic review and meta-analysis. BMC Public Health.

[3] de Ferranti S, Mozaffarian D (2008). The Perfect Storm: Obesity, adipocyte dysfunction, and metabolic consequences. Clinical Chemistry.

[4] Ouchi N, Parker JL, Lugus JJ, Walsh K (2011). Adipokines in inflammation and metabolic disease. Nat Rev Immunol.

[5] Bjorndal B, Burri L, Staalesen V, Skorve J, Berge RK (2011). Different adipose depots: their role in the development of metabolic syndrome and mitochondrial response to hypolipidemic agents. J Obes.

[6] Komolka K, Albrecht E, Wimmers K, Michal JJ, Maak S (2014). Molecular heterogeneities of adipose depots-potential effects on adipose-muscle cross-talk in humans, mice and farm animals. J Genomics.

[7] Harms M, Seale P (2013). Brown and beige fat: development, function and therapeutic potential. Nat Med.

[8] Shantikumar S, Caporali A, Emanueli C (2012). Role of microRNAs in diabetes and its cardiovascular complications. Cardiovasc Res.

[9] Williams MD, Mitchell GM (2012). MicroRNAs in insulin resistance and obesity. Exp Diabetes Res.

[10] Ge Q, Brichard S, Yi X, Li Q (2014). MicroRNAs as a new mechanism regulating adipose tissue inflammation in obesity and as a novel therapeutic strategy in the metabolic syndrome. J Immunol Res.

[11] Tripathi YB, Pandey V (2012). Obesity and endoplasmic reticulum (ER) stresses. Front Immunol.

[12] Kalupahana NS, Claycombe K, Newman SJ, Stewart T, Siriwardhana N, Matthan N, Lichtenstein AH, Moustaid-Moussa N (2010). Eicosapentaenoic acid prevents and reverses insulin resistance in high-fat diet-induced obese mice via modulation of adipose tissue inflammation. J Nutr.

[13] Ramsköld D, Wang ET, Burge CB, Sandberg R (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data. PLOS Comput Biol.

[14] Pettersson US, Waldén TB, Carlsson PO, Jansson L, Phillipson M (2012). Female mice are protected against high-fat diet induced metabolic syndrome and increase the regulatory T cell population in adipose tissue. PLoS One.

[15] Mori H, Prestwich TC, Reid MA, Longo KA, Gerin I, Cawthorn WP, Susulic VS, Krishnan V, Greenfield A, Macdougald OA (2012). Secreted frizzled-related protein 5 suppresses adipocyte mitochondrial metabolism through WNT inhibition. J Clin Invest.

[16] Kalupahana NS, Voy BH, Saxton AM, Moustaid-Moussa N (2011). Energy-restricted high-fat diets only partially improve markers of systemic and adipose tissue inflammation. Obesity (Silver Spring).

[17] Sharp LZ, Shinoda K, Ohno H, Scheel DW, Tomoda E, Ruiz L, Hu H, Wang L, Pavlova Z, Gilsanz V, Kajimura S (2012). Human BAT possesses molecular signatures that resemble beige/brite cells. PLoS One.

[18] Wu Y, Smas CM (2008). Wdnm1-like, a new adipokine with a role in MMP-2 activation. Am J Physiol Endocrinol Metab.

[19] Lamming DW, Sabatini DM (2013). A central role for mTOR in lipid homeostasis. Cell Metabolism.

[20] Song MS, Salmena L, Pandolfi PP (2012). The functions and regulation of the PTEN tumour suppressor. Nat Rev Mol Cell Biol.

[21] Lv S, Ma M, Sun Y, Wang X, Qimuge N, Qin J, Pang W (2017). MicroRNA-129-5p inhibits 3T3-L1 preadipocyte proliferation by targeting G3BP1. Anim Cells Syst.

[22] Zhu L, Chen L, Shi CM, Xu GF, Xu LL, Zhu LL, Guo XR, Ni Y, Cui Y, Ji C (2014). MiR-335, an adipogenesis-related microRNA, is involved in adipose tissue inflammation. Cell Biochem Biophys.

[23] Deiuliis JA, Syed R, Duggineni D, Rutsky J, Rengasamy P, Zhang J, Huang K, Needleman B, Mikami D, Perry K, Hazey J, Rajagopalan S (2016). Visceral adipose microRNA 223 is upregulated in human and murine obesity and modulates the inflammatory phenotype of macrophages. PLoS One.

[24] Vohl MC, Sladek R, Robitaille J, Gurd S, Marceau P, Richard D, Hudson TJ, Tchernof A (2004). A survey of genes differentially expressed in subcutaneous and visceral adipose tissue in men. Obesity Research.

[25] Ma J, Jiang Z, He S, Liu Y, Chen L, Long K, Jin L, Jiang A, Zhu L, Wang J, Li M, Li X (2013). Intrinsic features in microRNA transcriptomes link porcine visceral rather than subcutaneous adipose tissues to metabolic risk. PLoS One.

[26] Wang T, Jiang A, Guo Y, Tan Y, Tang G, Mai M, Liu H, Xiao J, Li M, Li X (2013). Deep sequencing of the transcriptome reveals inflammatory features of porcine visceral adipose tissue. Int J Biol Sci.

[27] Gesta S, Tseng YH, Kahn CR (2007). Developmental origin of fat: tracking obesity to its source. Cell.

[28] Arias N, Aguirre L, Fernández-Quintela A, González M, Lasa A, Miranda J, Macarulla MT, Portillo MP (2016). MicroRNAs involved in the browning process of adipocytes. J Physiol Biochem.

[29] Duivenvoorde LP, van Schothorst EM, Bunschoten A, Keijer J (2011). Dietary restriction of mice on a high-fat diet induces substrate efficiency and improves metabolic health. J Mol Endocrinol.

[30] Wahli W, Michalik L (2012). PPARs at the crossroads of lipid signaling and inflammation. Trends Endocrinol Metab.

[31] Ortega-Molina A, Efeyan A, Lopez-Guadamillas E, Muñoz-Martin M, Gómez-López G, Cañamero M, Mulero F, Pastor J, Martinez S, Romanos E, Mar Gonzalez-Barroso M, Rial E, Valverde AM (2012). Pten positively regulates brown adipose function, energy expenditure, and longevity. Cell Metab.

[32] Bartoszewska S, Kochan K, Madanecki P, Piotrowski A, Ochocka R, Collawn JF, Bartoszewski R (2013). Regulation of the unfolded protein response by microRNAs. Cell Mol Biol Lett.

[33] Shimizu I, Walsh K (2015). The whitening of brown fat and its implications for weight management in obesity. Curr Obes Rep.

[34] Liu L, Yu X, Guo X, Tian Z, Su M, Long Y, Huang C, Zhou F, Liu M, Wu X, Wang X (2012). miR-143 is downregulated in cervical cancer and promotes apoptosis and inhibits tumor formation by targeting Bcl-2. Mol Med Rep.

[35] Dai R, Li J, Liu Y, Yan D, Chen S, Duan C, Liu X, He T, Li H (2010). MiR-221/222 suppression protects against endoplasmic reticulum stress-induced apoptosis via p27 (Kip1)- and MEK/ERK-mediated cell cycle regulation. Biological Chemistry.

[36] Andrews S (2010). FastQC: a quality control tool for high throughput sequence data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[37] Creighton CJ, Reid JG, Gunaratne PH (2009). Expression profiling of microRNAs by deep sequencing. Brief Bioinform.

[38] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology.

[39] Kozomara A, Griffiths-Jones S (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[40] Creighton CJ, Nagaraja AK, Hanash SM, Matzuk MM, Gunaratne PH (2008). A bioinformatics tool for linking gene expression profiling results with public databases of microRNA target predictions. RNA.

[41] Saeed AI, Sharov V, White J, Li J, Liang W, Bhagabati N, Braisted J, Klapa M, Currier T, Thiagarajan M, Sturn A, Snuffin M, Rezantsev A (2003). TM4: a free, open-source system for microarray data management and analysis. BioTechniques.

[42] Oliveros JC (2007). VENNY. An interactive tool for comparing lists with Venn diagrams.

[43] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT, Harris MA, Hill DP, Issel-Tarver L, and The Gene Ontology Consortium (2000). Gene ontology: tool for the unification of biology. Nat Genet.

[44] Abbas HA, Bui NH, Rajapakshe K, Wong J, Gunaratne P, Tsai KY, Coarfa C, Flores ER (2018). Distinct TP63 Isoform-Driven Transcriptional Signatures Predict Tumor Progression and Clinical Outcomes. Cancer Res.

[45] Venkatanarayan A, Raulji P, Norton W, Chakravarti D, Coarfa C, Su X, Sandur SK, Ramirez MS, Lee J, Kingsley CV, Sananikone EF, Rajapakshe K, Naff K (2015). IAPP-driven metabolic reprogramming induces regression of p53-deficient tumours *in vivo*. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

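The small RNA sequencing of the paper was analysed from the table of miRNA values. The mRNA sequencing, the qPCR and the pathway analyses were not analysed here. The table covers 9 libraries, 3 each of BAT, SAT and VAT, from male mice that were 5 to 6 weeks old at the start and were fed a diet with 45% of energy from fat for 11 weeks. The authors mapped small RNA reads to miRBase precursors, kept reads on mature miRNAs, shared reads with several places in proportion, divided the counts by the total usable reads and added 40 counts. The deposited values are log2 values, although the paper calls its expression values RPKM. Their lowest value is 10 before log2, not 40, and the libraries share their values at the same ranks, as quantile normalization leaves them. The table holds no read counts, so the depth of each library is unknown, no interval for counting error is given, and the spread between the 3 libraries of a depot is the measure of precision.

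The values were used as deposited. The filter kept the 343 of 1251 miRNAs with a value above the lowest in at least 3 of the 9 libraries, whatever their depot. Each pairwise comparison was fitted on the 6 libraries of its depots with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), two-sided, without a block or covariate, and p was adjusted by Benjamini and Hochberg over the tested miRNAs. The WAT/BAT contrast set the mean of SAT and VAT against BAT in a fit of all 9 libraries, and limma's moderated F test covered the 3 depots. A miRNA was counted at an adjusted p under 0.05, or at the thresholds of the paper, an unadjusted p under 0.05 and a fold change of more than 1.25 in either direction. The paper names a test per miRNA without moderation, which was run as an alternative, because 3 libraries per depot say little about the spread of a single miRNA. Folds against a depot whose libraries are all at the lowest value take that value as the level of an undetected miRNA. They are nominal and not bounds, since the level that each library can detect is unknown. For miR-193b-5p in SAT/BAT the log2 fold change was -6.33, and -9.64 to -4.08 over the alternatives with all libraries.

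Distances between libraries were Euclidean over the log2 values of the tested miRNAs, with average linkage and principal components from numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. Their p values come from exact permutations of the depots of the libraries. Precursors were looked up by name in GENCODE release M21 on GRCm38, which gave one for 325 of the 343 miRNAs. The miRNAs named in the text are all those that the paper names, and for each pairwise comparison the 5 with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between the libraries, and lists of miRNAs that mark other cell types. Other miRNAs are said to have been chosen after their values were seen.

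The test was checked on simulated data. In 20 draws, with 60 of 343 miRNAs changed by 2 on the log2 scale, the VAT/BAT fit recovered 86.1% of the changed miRNAs with 5.83% false calls, and a test without moderation recovered 66.3%. The changes were placed only in miRNAs with a level above the median. With no change, the VAT/SAT fit gave no calls. The noise was drawn independently for each miRNA, with the same SD in every depot. Deviations that several miRNAs of a library share were not simulated, so that this cannot vouch for the real VAT/SAT calls.

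The comparisons, the filter and the alternatives were set before the data were examined, except for 2 alternatives. The alternatives were other offsets (the lowest value subtracted and 1 added, a further 40 added), no filter, the 172 miRNAs with the higher mean, a shift to a common median, quantile normalization, values relative to miR-191-5p, all 9 libraries in one fit, replicate blocks by the number in the sample titles or by the order of the libraries, no moderation on log2 or unlogged values, other distances, and each library left out. The alternatives chosen after seeing the data put 40 in place of the lowest value, or dropped both moderation and filter. The numbers behind the blocks come from the sample titles, where SAT and VAT share 14 and 20 and BAT shares 20 with both. The paper does not call them mice.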

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

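The values below stand out because the 3 libraries of a depot differ by more than 5 on the log2 scale for miRNAs that the paper does not discuss, a limit chosen after the values were seen. The median range among the 412 miRNAs above the lowest value in any library was 0.81 in BAT, 0.54 in SAT and 0.50 in VAT. The muscle list and its test were set before the results were seen, and the 2 tests of epithelium and that of a mislabelled sample were chosen after. No biological explanation was tested, since the design gives none within a depot.

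The range was 8.57 for miR-133a-3p, 7.50 for miR-133b-3p and 5.76 for miR-133a-5p in BAT, and 7.35 for miR-133a-3p and 6.44 for miR-133b-3p in VAT. The high libraries were BAT 15 and BAT 20 (17.20 and 18.67 for miR-133a-3p, against 10.10 in BAT 12) and VAT 20 (17.20, against 9.85 in VAT 14 and 12.59 in VAT 17). Of the list of skeletal muscle miRNAs, 4 were above the lowest value, and their deviations from the depot means correlated at 0.70 on average. Only 0.19% of 10000 random lists of the same size and level went together as much. The 4 are not independent, since miR-133a-3p and miR-133b-3p share a family number. MiR-206-3p and miR-133b-3p also lie in exons of the same long non-coding RNA on chromosome 1. Random lists need not be related in this way, so that they are a lenient comparison. RNA from muscle around the dissected depot may be in these libraries. MiR-1a-3p, on the same list, was above the lowest value only in BAT 20 (7.38) and VAT 20 (3.83). MiR-206-3p, also on the list, was 8.17 in BAT 15 and 8.23 in BAT 20, but 3.63 in VAT 20, near the lowest value. Of the list, mainly miR-133a-3p and miR-133b-3p thus rose in VAT 20, so that muscle RNA is less clear as the source there.

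MiR-205-5p had a range of 8.71 in SAT and 6.39 in VAT, with 14.31 in SAT 14 and 10.02 in VAT 20. In SAT, miR-183-5p ranged over 6.63 and miR-200b-3p over 5.33, both highest in SAT 14. A list of epithelial miRNAs was written after miR-205-5p and miR-183-5p had been seen. Its 8 members above the lowest value besides miR-205-5p were higher in SAT 14 than in the other SAT libraries by 3.63 on average, but they include miR-183-5p and miR-200b-3p, so that this partly restates the values that prompted it. Without these, the other 6 were all higher in SAT 14 than in both other SAT libraries, by 2.84 on average, and in VAT 20, 5 of the 6 were higher than in both other VAT libraries, with a mean rise of 0.97 over the 6. For each library, with the 8 and with the 6, 0.01% of 10000 random lists of the same size and level, the smallest share that they can give, rose as much. RNA from epithelium in SAT 14 and VAT 20 is a candidate explanation. Several of these miRNAs are related, so that they do not count as independent.

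In VAT, miR-196a-5p had a range of 5.61, with 3.96 in VAT 14 against 9.57 and 9.16 in the other VAT libraries, and miR-196b-5p, named after its values were seen, was at the lowest value in VAT 14 and near 8.16 and 8.21 in the others. A mislabelled sample is not what the distances show, since VAT 14 was 15.0 from the other VAT libraries, 23.9 from SAT and 45.9 from BAT. No other explanation was tested.

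In BAT, miR-101b-3p ranged over 5.50, at the lowest value in BAT 15 and at 7.53 and 8.82 in BAT 12 and BAT 20. MiR-3470b ranged over 5.28, at 6.69 and 8.60 in BAT 12 and BAT 15 and at the lowest value in BAT 20. No explanation was tested for these.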

How the results depend on the processing

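The comparisons were computed again with 1 processing choice changed at a time. The alternatives were set before the data were examined, except 40 in place of the lowest value and the test without moderation and without a filter, which were chosen after seeing the data. An alternative on whole reads was not run, because whole reads cannot be recovered from the values. Values relative to miR-191-5p were computed for single miRNAs and for the direction of the calls. For the splits below, the tests were set before the results were seen.

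The distance between depots stayed above that within depots in all the settings run, from 1.74 to 3.61 times. The ratio of SAT to VAT distance over BAT to WAT distance stayed between 0.289 and 0.582. The 3.61 and the 0.289 come from 1 minus Spearman's rho, which is on another scale. With Euclidean distances the ranges were 1.74 to 2.41 and 0.411 to 0.582. With each library left out, the 2 ratios ranged from 1.82 to 2.03 and from 0.499 to 0.531. Division into 3 clusters gave the 3 depots only with the miRNAs past the thresholds of the paper or without BAT 20. Division into 2 clusters parted BAT from SAT and VAT in every setting.

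The filter moved the counts. Without a filter, 128 miRNAs passed an adjusted p of 0.05 in VAT/BAT (227 with it), 74 in SAT/BAT (139), 4 in VAT/SAT (55) and 143 in the test over 3 depots (226). In this setting 839 miRNAs have no spread at all, which can bear on limma's estimate of the variances as well as on the adjustment. With the 172 miRNAs of higher mean, 120 passed in VAT/BAT, 128 in WAT/BAT (220) and 129 over the 3 depots, and at the thresholds of the paper 122 in VAT/BAT (236), 73 in VAT/SAT (122) and 143 in any comparison (263). A count over 172 miRNAs cannot exceed 172. Without moderation, 124 passed without a filter in VAT/BAT (191 with it), 64 in SAT/BAT (125) and 4 in VAT/SAT (13). The counts thus fell also where limma's estimate of the variances plays no part. The cause of these changes was not tested further.

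VAT/SAT depended most on the processing. Its 55 miRNAs became 30 in a fit of all 9 libraries and 30 with the number in the sample titles as a block, 13 without moderation, 10 without moderation on unlogged values, and 0 with the order of the libraries as a block, where 105 had an unadjusted p under 0.05. The order block pairs SAT 14 with VAT 14, SAT 20 with VAT 20 and SAT 19 with VAT 17, and so holds both same-numbered pairs, as a fixed term in the model. Relative to miR-191-5p, 2 passed, and 92 had an unadjusted p under 0.05. With the number in the sample titles as a block over the 6 libraries, 55 passed, at a within-block correlation of 0.0102. Same-numbered libraries correlated at 0.0463 on average after the depot means were subtracted. With each library left out, 0 to 49 passed, and the 0, without SAT 19, stood beside 104 at an unadjusted p under 0.05. The causes of these changes were not tested, and the fits with a library left out have fewer libraries. The count of VAT/SAT miRNAs at an adjusted p under 0.05 thus depends on these choices. The fit of all 9 libraries raised the SAT/BAT count instead, from 139 to 182, and to 183 with the number as a block.

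With each library left out, the other counts ranged from 187 to 236 (VAT/BAT) and from 112 to 142 (SAT/BAT) at an adjusted p under 0.05, from 208 to 249, 145 to 173 and 91 to 114 at the thresholds of the paper (VAT/BAT, SAT/BAT and VAT/SAT), from 249 to 283 in any comparison, from 191 to 225 in WAT/BAT and from 197 to 236 over the 3 depots. Of the VAT/BAT miRNAs, 59.5% were higher in VAT, and 69.5% in the test on unlogged values. Of the 50 results for named miRNAs, 33 kept their direction and side of the threshold in every setting run. Of 982 values under alternatives, 891 were the same in this sense, 90 were weaker and 1 was reversed. The reversed one is miR-125b-5p in VAT/BAT, with a log2 fold change of -0.07, which ranged from -0.16 to 0.077 (without BAT 12) with each library left out. It was not past the threshold in any setting. The depth of the libraries is unknown, so that miRNAs at the lowest value may be expressed without being detected. The adjusted p of miR-30c-2-3p, the weakest of the UPR miRNAs, ranged from 0.0229 to 0.157.

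The counts were also computed for other splits of the libraries that part as many same-numbered pairs. The real split was the only 1 of 6 in VAT/BAT and of 6 in SAT/BAT to give as many miRNAs, and the only 1 of 4 in VAT/SAT, so few splits that the share cannot fall under 0.05. The other splits mix the depots and so carry the depot difference as spread. For WAT/BAT, 1 of 33 splits gave as many miRNAs, with 103 in the next, and 1 of all 84, with 170 in the next (VAT against BAT and SAT), and for the 3 depots 1 of 72 drawn, with 169 in the next.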

Differences from the paper's values

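The paper counts 246 miRNAs that differ in the pairwise comparisons, and limma's test gave 263 at the same thresholds, which is within 1.5 times. The paper's count of 1251 miRNAs is the number of miRNAs in the deposited table, of which 412 are above its lowest value in at least 1 library. All 8 miRNAs that the paper relates to UPR differed here too, in the same libraries from which the paper chose them.

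Settings that gave 246 were the test per miRNA without moderation, which is the kind of test that the paper's methods name, and limma without a filter, both set before the data were examined. The test without moderation and without a filter, chosen after seeing the values, gave 246 as well. The test without moderation on unlogged values, also set before, gave 222. A further 40 added gave 245, and quantile normalization and 40 in place of the lowest value gave 248. The paper's methods do not name the scale or a filter, so that its setting is not known from these counts. With the 172 miRNAs of higher mean, the count was 143, more than 1.5 times below the paper's.

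The paper states that its replicates clustered together. Over the 343 tested miRNAs, SAT 14 was nearest to VAT 17, while in 5 of 9 other settings with all libraries each library was nearest to its own depot. These 5 include the setting with the miRNAs past the thresholds of the paper, and the lowest count in the 9 was 7 libraries. Without SAT 19 or SAT 20, 6 of the 8 libraries left were nearest to their own depot. Division into 3 clusters did not give the 3 depots over the 343 miRNAs. It did with the miRNAs past the thresholds of the paper, which is the kind of miRNAs that the paper clustered. The paper's text names some of its top miRNAs without a ranking measure, and its Supplementary Table 4 was not used here. By absolute WAT/BAT log2 fold change the 11 named miRNAs ranked from 1 to 18.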

Other observations

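The tests of lymphocyte miRNAs, of late-numbered miRNAs against other RNA and against the annotations, of depth, and the last 2 tests of neighbouring miRNAs were chosen after the result was seen. The tests of liver RNA and of neighbours as such were set before, and that of GC content after the pattern of late-numbered miRNAs had been seen but before its own result.

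MiR-122-5p, which the paper lists as higher in BAT, had an SD of 1.78 among the BAT libraries. Of the 50 miRNAs nearest in BAT level, 2.00% had an SD as large, and their median SD was 0.43. It was above the lowest value in all 3 BAT libraries, so that a source in single libraries is not shown, and RNA from liver cannot be told apart from expression in BAT. MiR-192-5p and miR-194-5p, named after their values were seen, were also lowest in BAT 15 among the BAT libraries (9.80 and 7.14, against 12.12 and 8.37 in BAT 12).

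The lymphocyte miRNAs above the lowest value, 3 in number, were higher in SAT 20 than in the other SAT libraries by 3.74 on average, and 0.01% of 10000 random lists of the same size and level, the smallest share that they can give, rose as much. The library was picked for this rise after its values were seen, and 2 of the 3 miRNAs, miR-142-3p and miR-142-5p, come from a single precursor, so that the test of RNA from lymphocytes in a single library restates the observation and cannot tell. For example, miR-142-5p was 11.88 in SAT 20 and 7.87 and 7.85 in SAT 14 and SAT 19. The inguinal depot's own cells cannot be told apart from other sources of such RNA.

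MiRNAs with numbers of 1900 or more, a limit chosen after looking, were mostly higher in BAT. Of the 26 that differed in VAT/BAT, 24 were lower in VAT, against 68 of 201 with earlier numbers (Fisher's exact test, p = 1.23e-06, across miRNAs, which are not independent replicates). In the other settings run, between 7 and 33 were called, and most of them were lower in VAT in each. A precursor match to other annotated non-coding RNA did not go with being lower in VAT (5 of 15 against 80 of 310, Fisher's exact test, p = 0.550). Of the 15 matches, 7 were to miscellaneous RNA, 6 to small Cajal body-specific RNA and 2 to small nucleolar RNA. None were to ribosomal, mitochondrial transfer or small nuclear RNA. The search held no transfer RNA of the nuclear genome, and the annotation holds no complete ribosomal repeat, so that this test cannot tell. Having no gene in GENCODE or RefSeq was not clearly associated either (5 of 9 against 87 of 334, Fisher's exact test, p = 0.0620). Of the 24 late-numbered miRNAs lower in VAT, 20 have a gene. This argues against missing genes as the source of the pattern for these 20. GC content did go with the change. Spearman's rho between the GC content of the precursor and the VAT/BAT log2 fold change was -0.271 across 294 earlier-numbered miRNAs (permutation p = 0.0001, the smallest that 10000 permutations give). It may account for part of the pattern only, since earlier-numbered miRNAs of like GC content had a median log2 fold change of 0.11 where the late-numbered had -2.88, and 30 of 31 late-numbered miRNAs lay below those matched to them. GC content also bears on the VAT/BAT changes in general, and GC bias and a depot difference that follows GC content cannot be told apart here.

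More miRNAs were above the lowest value in VAT than in BAT. If the depth of the libraries were the cause, the VAT/BAT calls at low levels would more often be higher in VAT. The share was 57.8% at lower and 61.0% at upper levels (Fisher's exact test, p = 0.685). Another split leans the other way. Of the 127 calls above the lowest value in all libraries, 70 were higher in VAT, against 135 of all 227 calls. Calls with a library at the lowest value were thus more often higher in VAT, which was not tested. The depth itself is unknown, so that a difference in depth stays possible for the miRNAs near the lowest value.

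MiRNAs from precursors within 10 kb on the same strand had more similar VAT/BAT log2 fold changes than miRNAs paired at random. The median difference was 1.44 over 215 pairs, against 2.18 at random (permutation p = 0.0005), without pairs of the same family number 1.43 (p = 0.0008, permutation), and with each of 27 groups counted once 1.36 against 2.29 (p = 0.0003, permutation). The group with most pairs holds 88 of them. A shared primary transcript may explain this, and it remains a hypothesis. The 2 miRNAs of a pair changed in the same direction in 56.7% of the pairs only. Whether neighbours are alike in GC content, which could give the same pattern, was not tested.

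MiR-335-5p, from the same precursor as miR-335-3p, was at the lowest value in BAT, 8.45 ± 0.25 in SAT and 5.99 ± 0.34 in VAT (SD, n = 3 each). MiR-125b-5p, which the paper measured by qPCR after HFD and LFD, had a log2 fold change of -0.07 in VAT/BAT (standard error 0.23, adjusted p = 0.801 in limma's test). The paper's qPCR comparison of diets was not analysed here.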
